# Nutrigenomic and Nutritional Analyses Reveal the Effects of Pelleted Feeds on Asian Seabass (*Lates calcarifer*)

**DOI:** 10.1371/journal.pone.0145456

**Published:** 2015-12-22

**Authors:** Si Yan Ngoh, Daniel Tan, Xueyan Shen, Purushothaman Kathiresan, Junhui Jiang, Woei Chang Liew, Natascha May Thevasagayam, Hsiao Yuen Kwan, Jolly M. Saju, Sridatta R. S. Prakki, Chin Heng Goh, Hong Ching Wong, Tai Teck Chan, Miklós Mézes, László Orbán

## Abstract

As nutrition-related expenses constitute the majority of the costs for aquaculture farms, it is essential for them to use feeds that provide an ideal combination of nutrients for the species of choice. In this study, the relative effect of consuming three different pelleted feeds (B, C and D) in comparison to frozen baitfish (A; control) were compared on juvenile Asian seabass (77.3 ± 22.4g) that were selected for increased growth rate over two generations. Our objectives were: 1) to evaluate the effects of different pelleted feeds based on overall physiological changes and nutritional quality of fillets; 2) improve our understanding of the underlying mechanisms with transcriptomic analysis; 3) if possible, identify the feed type that supports the growth of these fishes without substantially reducing the nutritional quality of fillet. The growth performance, fatty acid composition of fillet, hepatic histology and transcriptome of the fishes (Groups A-D) were analyzed. The majority of fatty acids of the fillets, except γ-linolenic acid (GLA, C18:3n6), correlated significantly with the respective diets. Asian seabass fed Feed C showed highest specific growth rate (SGR) and feed conversion efficiency (FCE) with closest histology and transcriptomic profile to control, but their fillet contained the highest n6/n3 ratio. When the liver-based transcriptomes were analyzed, a complex set of differentially expressed genes were detected between groups fed pelleted feeds and controls as well as among the pellet-fed groups themselves. Significant enrichment of genes with growth-related function tallied with the morphological data measured. When compared with control (Group A), ‘Biosynthesis of unsaturated fatty acids’ and ‘Steroid biosynthesis’ pathways were significantly enriched in pellet-fed groups. Reduced goblet cell numbers were observed in the gut of pellet-fed fish compared to controls and *fads6* was found to be a suitable candidate gene to separate wild-caught Asian seabass, from pellet-fed ones. These results provide insights for researchers on the various effects of feeds on the biochemistry and global gene expression of the fish and potentially for seabass farms to make more informed feed choices.

## Introduction

The global aquaculture production of food fish has increased tremendously over the last decade, reaching 62.7 million metric tonnes in 2011 or about 40.1% of world total fish production [1]. Asian seabass *(Lates calcarifer)* or barramundi is an important aquaculture species native to the Indo-West Pacific region [2] with increasing production currently estimated at 67,000 tonnes [3]. In collaboration with the Marine Aquaculture Centre of Agri-Food and Veterinary Authority (MAC, AVA, Singapore), we have been performing a selection program to develop elite lines of Asian seabass since 2004 through the utilisation of molecular genetics and genomic tools, such as genotyping, linkage mapping and transcriptomics [4–6]. At the beginning, we have focused onto increasing the growth potential and achieved a substantial increase in the growth rates in both the F1 and F2 generations. Recently, we have started to work on improved disease resistance as well and we intend to improve our understanding on the effects of feeds onto the physiology of the seabass using genomic tools.

Asian seabass is known to spawn primarily in seawater, spends the first 1–2 years of its life in freshwater and then migrates back to seawater for breeding [7]. The catadromous nature of the species has motivated numerous studies to investigate its fatty acid metabolism [8–10]. In marine fishes, the ability to convert eicosapentaenoic (EPA, C20:5n3) to docosahexaenoic acids (DHA, C22:6n3) might be possible but the conversion rate is usually too low to meet the high demand for DHA in rapidly growing and developing fry and fingerlings [11]. The fatty acid biosynthetic capability of Asian seabass is usually considered to be similar to other marine teleosts. As such, it would require feeds that contain much higher levels of fish oil as it does not possess or has only limited ability to convert C18 polyunsaturated fatty acids (PUFA) into long-chain PUFA (lcPUFA) [12,13]. It is well established that fish oil- and fish meal-based feeds are essential for Asian seabass, as their absence would result in growth retardation and reduction in all major n3-lcPUFAs, including EPA and DHA [8,9].

In addition to studies performed to analyze the fatty acid requirements of Asian seabass, several research groups have also evaluated their growth performance by varying carbohydrate and lipid inclusion levels [14,15], optimised dietary protein and energy ratios [16,17] and determined the requirements of certain vitamins and minerals [18–22]. Others focused on finding suitable alternative sources of feed ingredients derived from plant, animal or microbial origin to replace fish meal and fish oil due to their scarcity and increasing prices [23–25]. Despite those efforts, the nutritional information required to formulate precision diets for Asian seabass is still incomplete. To date, different feed manufacturers have attempted to produce complete feeds that fulfil the nutrient requirements of various cultured species by using different ingredients. However, no clear consensus seems to have been established on the needs of the species. As a result, a diverse range of feeds compounded with different proportions of ingredients being offered and used for its culture. According to our knowledge, no one has analysed the potential effect of multiple pelleted grow-out feeds on various performance parameters and fillet fatty acid composition of the Asian seabass in comparison to frozen baitfish controls.

Recent data has shown that Asian seabass is a species complex containing three genetically distinct varieties [26–28]. As most nutritional studies were performed on individuals from the Australian clade whereas our fishes belong to the South-East Asian one, it was important to analyze the effects of feeds on our selected seabass and identify a feed that will suit their needs with limited compromise regarding the nutritional quality of the fillet thereby preventing subpar utilization of gains achieved through the selection process. Therefore, in our present study, three commercially available pelleted grow-out feeds (Feed B-D) and frozen baitfish (Feed A as control) were evaluated based on the overall growth performance, nutritional quality of fillets and histological changes of the mid-gut and liver in juvenile Asian seabass. These data allow us to glimpse into the effects of different feeds onto the gene expression profile of the liver and with the recent availability of the Asian seabass transcriptome [29], its draft genome [30] and a comprehensive Asian seabass genome assembly [31] more detailed analysis of such datasets will be possible in the near future.

## Materials and Methods

### 2.1 Ethics statement

This study and all experimental procedures using animals were approved by Agri-Food and Veterinary Authority of Singapore Institutional Animal Care and Use Committee (approval ID: AVA-MAC-2012-02). All animal handling protocols comply with guidelines set by the National Advisory Committee on Laboratory Animal Research (NACLAR) for the care and use of animals for scientific purposes in Singapore. All animals were sacrificed or euthanized by overdose of Tricaine methane-sulfonate (MS-222; at least 300 mg/L for over 10 minutes until total loss of gill movement) following AVMA (American Veterinary Medical Association) guideline for euthanasia of animals.

### 2.2 Origin, breeding and culture of experimental animals

In order to reduce the effect of genetic variability on the results observed, fish used for the study were spawned from a single pairwise cross between two of our selected F1 Asian seabass brooders with increased growth rate. Prior to crossing, the parents were genotyped with nine polymorphic microsatellites [32] and results showed that they were 42.5% similar. Spawning was synchronized through hormonal induction with Luteinizing Hormone Releasing Hormone A (LHRHa, Argent Labs, Redmond, USA) according to the lunar cycle.

Fertilized eggs were collected and incubated in well-oxygenated seawater at 28–29°C. Upon hatching, the larvae were stocked in a flow through fibreglass tank at a density of 20 larvae per litre of filtered seawater between 2 to 18 days post-hatch (dph), larvae were reared on live feed. Weaning of live feed to dry commercial feed was performed with Otohime B1 (Marubeni Nisshin, Japan) from 18 to 21 dph, followed by Otohime B2 between 22 to 25 dph. Grading was performed weekly from 25 to 60 dph to minimize cannibalism. Fry were fed commercial compound feeds of increasing pellet size: BioMar INICO Plus (Nersac, France; 0.8–1.9 mm) from 26 dph to 59 dph and BioMar Efico YM 668 (3–4.5mm) from 60 dph to 103 dph.

### 2.3 Feeding trial

Five 20 m^3^ tanks were set up with six 2m^3^ rectangular canvases suspended into the water of each tank. At 100 dph of age, 2,400 fishes were tagged individually with a passive integrated transmitter tag (8mm PIT Tag, Green Tag Pte Ltd, Singapore). Seventy-five tagged fishes (average weight: 77.3+/-1.6 g) were randomly stocked into each canvas (30 groups in total) starting at a stocking density of 3 kg/m^3^ (that increased to 18.75 kg/m^3^ by the end of the trial; **Fig 1**). Variable conditions, including flow rate and temperature, were recorded daily (data not shown). From 103 dph onwards, we started the feeding trial: Frozen baitfish (Feed A; control) and five commercial grow-out pelleted feeds (Feeds B-F) were fed to groups of fishes reared in six separate canvases within each of the five tanks, resulting in five replicate groups for each feed type. Other than the nutritional information provided on the packaging label (**S1 Table**), no other additional information pertaining to the ingredient compositions of the feeds was available. These slow-sinking marine fish feeds were chosen for this feeding trial as they were either currently known to be used for culturing Asian seabass by farmers and/or they were feeds recommended by feed manufactures for the same purpose. The initial pellet sizes used at the start of the experiment ranged from 4.5 to 6.5 mm in diameter (**Table 1**). This was unavoidable due to limitation in the availability of various feed sizes from different manufacturers. The frozen baitfish fish used was a wild-caught mix, comprising different species of the scads (Genus *Decapterus*) with mackerel scad (*Decapterus macarellus*) being in the majority. The three commercial pelleted feeds that were eventually evaluated were as follows: Marine Fish Feed (Gold Coin SDN BHD, Sarawak, Malaysia), Tomboy Skretting BS10 (Skretting, Ho Chi Minh City, Vietnam) and Grouper Feed (Chin Da Enterprise Co., Ltd., PingTung, Taiwan). Arbituary codes (Feeds B, C and D) were assigned randomly to these pelleted feeds and the codes were not linked to any specific manufacturers.

**Fig 1:**
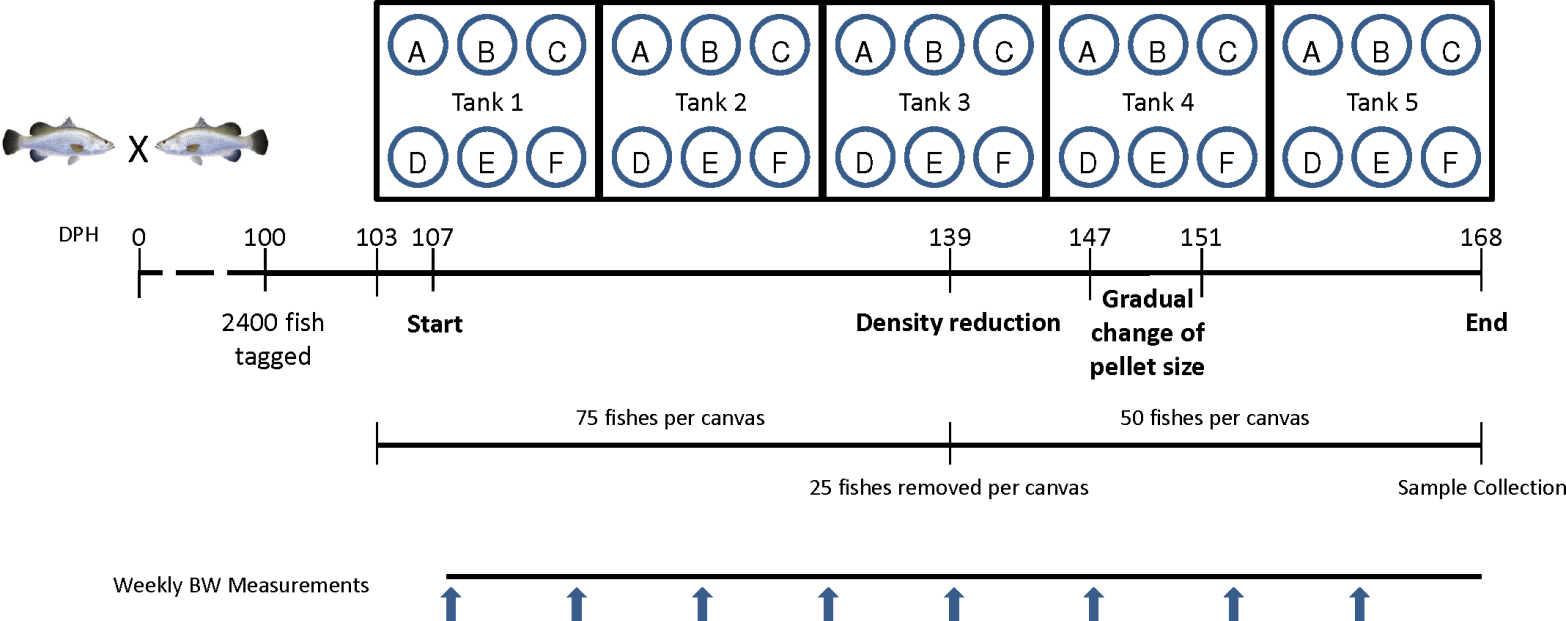
Schematic overview of the experimental design. Five large tanks containing six individual canvases of two metric ton volume each per tank were set up. Asian seabass siblings (103 dph) from a pairwise cross performed with two brooders selected for increased growth rate were tagged, measured, photographed and placed into the canvases at 75 individuals per canvas initial density. Following a short adaptation period, frozen baitfish (Feed A, control) and five commercial pelleted growout feeds (Feed B-F) were fed to their respective groups at an average body weight (BW)/day for 61 days; Group A: 6.1%; Group B, C, D, E: 2.2%; Group F: 1.8%. The amount of feed was adjusted on a weekly basis based on BW measurements of 15 individuals per canvas. At 139 dph, all the fish were measured and 25 individuals were randomly removed to reduce density. During the 147–151 dph period, gradual change in pellet size fed to fishes in groups B, C, D and F. At the end of the experiment all individuals were measured and photographed and samples were collected for the different analyses. [Only fish from Groups A-D were subjected to detailed analysis, whereas the other two groups (E&F) were excluded due to technical reasons.]

**Table 1:** Measured nutrient content of frozen fish (Feed A, control) and three pelleted feeds (Feeds B-D; two sizes for each type).

Proximate nutrient composition*	A	Bs^†^	Bb^‡^	Cs^†^	Cb^‡^	Ds^†^	Db^‡^
Pellet size (mm)	n.a.	5.0	9.0	5.0	8.0	6.0	9.5
ME (MJ/kg)	13.39	15.42	15.63	14.99	14.85	14.26	14.19
Dry matter (%)	25.16	94.27	91.75	92.17	93.10	92.84	89.91
Crude protein (%)	18.6	48.40	46.53	45.44	46.08	44.91	41.81
Crude fat (%)	2.46	18.10	17.70	19.90	18.30	13.00	12.90
Crude fibre (%)	n.d.	2.22	1.07	2.16	1.58	1.73	2.07
Crude carbohydrate (%)	n.d.	11.05	13.71	8.78	10.33	16.03	14.32
Crude ash (%)	n.d.	9.85	10.00	14.00	13.94	11.86	11.61
Lysine (%)	n.d.	2.75	2.87	2.95	2.88	3.11	2.42
Methionine (%)	n.d.	1.36	1.32	1.10	1.14	0.78	0.65
Cysteine (%)	n.d.	0.76	0.66	0.64	0.67	0.50	0.43

*, Nutrient content is given on wet matter basis.

†, Small pellet size was fed from 107dph to 152dph.

‡, Big pellet size was fed from 147dph to 168dph.

Metabolisable Energy (ME) was calculated according to the equation: ME (MJ/kg dry matter) = -3.064 + 34.82*X_1_ + 17.21*X_2_ + (18.52–31.2*X_4_)*X_3_ where; X_1_ = crude fat (g/g d.m.); X_2_ = crude protein (g/g d.m.); X_3_ = crude carbohydrate (g/g d.m.); X_4_ = crude fibre (g/g d.m.) [83].

n.d. = not determined.

n.a. = not applicable.

Prior to the start of the experiment we have tested the daily feed consumption of the fish by feeding them ad libitum for five days. The amount of feed fed from 107 dph onwards was set slightly below this value to ensure that all the feed fed was consumed. Fish were fed three times a day in small proportions over the period of 30–45 minutes. Feeding was terminated once fish let pellets sunk to the bottom. Due to the fact that canvas tanks had a depth of over two meters, leftover feed, typically a few pellets only, were not collected from the bottom. On a daily average, all the groups on commercial grow-out feeds, except those on Feed F, received 2.2% of their body weight (BW). For Feed F, the amount had to be reduced to 1.8% of BW, as this was the maximum amount the fish were willing to consume, which resulted in about 10% lower daily energy intake as compared to other feeds (data not shown). Due to this reason, Group F was eventually removed from any subsequent analysis. Feed A was fed at an increased percentage of 6.1% of BW daily to maintain the same average energy intake, as the dry matter content of frozen baitfish is substantially lower than those of the commercial feeds (**Table 1**).

The amount fed was adjusted to the growth of the fish at the beginning of every week by measuring the BW of 15 random individuals per canvas. Growth increase was recorded and total BW for each canvas was determined weekly. As this weekly weight measurement disrupted the daily routine of the fishes and they refused to eat, feeding was ceased every Monday. Between 147 to 151 dph, gradual change to larger sized pellet was performed for the groups fed commercial feeds, with the exception of Feed E, where only a single size (4.5 mm) was available. Therefore, Group E was also removed from any subsequent analysis. During the change, on the first day, 20% of the feed was replaced with the larger sized pelleted feed. This was gradually increased to 40%, 60% and 80% on a daily basis and from 151 dph onwards only the larger sized pelleted feed was fed to the fishes. Throughout the feeding trial, a total of 20 individuals from all the groups were lost and they were replaced from a backup group of the same origin that was kept for this purpose. However, these replacement individuals were used only for maintaining the density of the groups and they were excluded during sample collections and any subsequent statistical calculation.

### 2.4 Nutrient content analysis of feeds

As indicated above, five commercial pelleted feeds were used for the feeding trial, but two had to be excluded from the study due to technical reasons. The frozen baitfish control (Feed A) and the remaining three (Feeds B-D) with varying amount of nutrients (**Table 1**) and distinct differences in fatty acid composition (**Table 2**) were analysed in detail in this experiment. The nutrient content of the experimental diets (**Table 1**) were determined using standard techniques for proximate analyses by Food Analytica Ltd. (Gyula, Hungary; accreditation number: NAT-1-1582/2009). Dry matter and ash content of diets were determined by heating at 105°C until stable weight and at 500°C in a muffle furnace, respectively. Crude protein was determined using a Kjeltec auto system (Tecator, Hoganàs, Sweden). Crude fat was determined using the standard ether extraction in a Soxhlet apparatus. Starch was quantified as glucose after starch hydrolysis with a heat tolerant amyloglucosidase [33]. Amino acids were analysed by HPLC method with post-column derivatisation as described by the Commission Directive of the European community [34]. Fat was extracted for fatty acid analysis using the methods of Folch and colleagues [35]. Fatty acid methyl esters (FAME) were derivatised using the procedure as described by Christie [36] and analysed by gas liquid chromatography performed on Shimadzu 2100 apparatus (Shimadzu, Kyoto, Japan), equipped with a SP-2380 capillary column (Supelco, Bellefonte, USA). To identify individual FAMEs in the chromatogram, a FAME standard mixture (Me100; Larodan Fine Chemicals, Malmö, Sweden) was used. Results were expressed as area % of the total FAME (**Table 2**).

**Table 2:** Fatty acid composition of frozen fish (Feed A) and three pelleted feeds (Feeds B-D; two sizes for each type).

Fatty acid composition (Area %)	Feeds						
	A	Bs^†^	Bb^‡^	Cs^†^	Cb^‡^	Ds^†^	Db^‡^
Caprylic (C8:0)	0.47	0.05	0.21	0.08	0.10	0.05	0.06
Capric (C10:0)	0.78	0.07	0.20	0.08	0.00	0.00	0.00
Lauric (C12:0)	1.11	0.14	0.31	0.16	0.09	0.21	0.25
Tridecanoic (C13:0)	0.00	0.00	0.00	0.00	0.00	0.00	0.07
Myristic (C14:0)	8.70	6.82	6.86	2.56	2.48	9.29	7.58
Pentadecanoic (C15:0)	1.48	0.43	0.49	0.21	0.21	0.78	0.62
Palmitic (C16:0)	28.39	19.32	20.70	19.78	20.08	26.33	27.53
Heptadecanoic (C17:0)	1.50	1.00	0.34	0.26	0.24	0.73	0.59
Stearic (C18:0)	10.46	4.01	4.66	6.05	5.53	4.35	4.38
Arachidinic (C20:0)	0.15	0.03	0.46	0.28	0.23	0.44	0.27
Henecosaenoic (C21:0)	0.00	0.04	0.15	0.00	0.00	0.08	0.02
Behenic (C22:0)	1.45	0.00	0.12	0.10	0.00	0.23	0.34
Tricosanoic (C23:0)	0.19	0.49	0.00	0.00	0.00	0.34	0.28
Lignoceric (C24:0)	1.00	1.40	1.34	0.36	0.37	0.82	0.80
ΣSFA	55.68	33.80	35.84	29.92	29.33	43.65	42.79
Myristoleic (C14:1)	0.27	0.13	0.15	0.06	0.07	0.04	0.17
cis-10 Pentadecanoid (C15:1)	0.10	0.00	0.00	0.00	0.00	0.06	0.06
Palmitoleic (C16:1)	6.78	7.23	7.20	3.76	3.87	9.06	7.41
cis-10 Heptadecanoic (C17:1)	0.34	1.32	1.16	0.35	0.18	1.55	1.07
Oleic (C18:1n9c)	4.76	14.90	14.35	35.27	33.73	10.39	15.46
cis-11 Eicosenoic (C20:1)	0.24	0.00	0.18	0.74	0.70	0.00	0.11
ΣMUFA	12.49	23.58	23.04	40.18	38.55	21.10	24.28
Linoleic (C18:2n6)	1.44	11.52	9.90	18.31	19.85	7.02	8.52
γ-Linolenic (C18:3n6)	0.21	0.24	0.23	0.11	0.11	0.30	0.23
cis-11,14 Eicosadienoic (C20:2 n6)	0.15	0.00	0.00	0.23	0.17	0.00	0.11
cis-8,11,14 Eicosatrienoic (C20:3 n6)	0.00	0.12	0.12	0.31	0.07	0.00	0.11
Arachidonic (C20:4n6)	1.96	0.75	0.80	0.28	0.33	1.24	1.09
Σn6-PUFA	3.76	12.63	11.05	19.24	20.53	8.56	10.06
α-Linolenic (C18:3n3)	0.70	1.37	1.13	2.55	2.74	0.91	0.83
cis-11,14,17 Eicosatrienoic (C20:3 n3)	0.00	0.00	0.23	0.04	0.00	0.00	0.00
cis-5,8,11,14,17 Eicosapentaenoic (C20:5n3)	7.93	13.51	13.61	2.26	2.58	9.61	8.35
cis-4,7,10,13,16,19 Docosahexaenoic (C22:6n3)	9.49	5.01	5.90	1.90	1.96	6.72	6.42
Σn3-PUFA	18.12	19.89	20.87	6.75	7.28	17.24	15.60
ΣPUFA	21.88	32.52	31.92	25.99	27.81	25.80	25.66
Σn6/Σn3 PUFA	0.21	0.63	0.53	2.85	2.82	0.50	0.64
DHA/EPA	0.52	0.37	0.43	0.84	0.76	0.70	0.77

†, Small pellet size was fed from 107dph to 152dph.

‡, Big pellet size was fed from 147dph to 168dph.

Mean values are represented in area % of total fatty acids, SFA = Saturated fatty acids; MUFA = Monounsaturated fatty acid; PUFA = Poly unsaturated fatty acid.

### 2.5 Measurements, quantification of traits and sampling

At the beginning, pictures were taken from 2,250 individuals and they were placed into the canvases (the remaining 150 tagged individuals were kept as backup to replace lost individuals during the period of the experiment). The fish were sedated with 31mg/L of AQUI-S^®^ (AQUI-S New Zealand Ltd., Lower Hutt, New Zealand) for 10 minutes. Individual fishes were placed onto a tray together with a PIT tag reader on which the PIT tag ID was displayed with a ruler and photographed with a camera (Nikon DSLR D5100). The BW, standard length and PIT tag ID and additional morphometric data of each fish was recorded from the resulting photograph (for two representative pictures, see **S1 Fig**). This procedure was subsequently repeated twice: at 139 dph when the density was reduced to 50/canvas by removing 25 individuals randomly from each canvas and at the end of the experiment at 168 dph. Length measurements of every individual fish were made subsequently from the images using ImageJ software [37]. Growth rate of fishes was calculated as specific growth rate (SGR) with the following equation: **SGR (% day** ^**-1**^ **) = (lnWf—lnWi)/t × 100**, where Wf is final body weight, Wi is initial body weight and t is the period of growth in days. Feed Conversion Efficiency (FCE) was calculated as (**increase in wet biomass) / (total amount of feed fed) × 100**. Fulton’s condition factor was calculated with the simplified formula based on standard body length (SL) and body weight (BW): **BW/SL** ^**3**^ * **100** [38].

At 168 dph, samples from 18 randomly selected individuals were collected from each group (**Fig 1**). The samples used for molecular analysis and histology were collected from posterior part of the liver and mid-section of gently squeezed intestine, respectively. Muscles from the vicinity of the dorsal fin and tail fin were collected for biochemical analysis. Samples collected for histology were stored in 10% (v/v) buffered formaldehyde at 4°C for at least 48 hours. All collected samples, except the histological ones, were snap-frozen in liquid nitrogen and stored at -80°C prior to use.

### 2.6 Histology and microscopy

Fixed mid-gut and posterior liver tissues were dehydrated in an ethanol gradient (50%, 60%, 70%, 85%, 90% and 96%). Dehydrated tissues were embedded in hydroxyethyl methacrylate (Historesin^®^, Leica, Heidelberg, Germany) and sectioned into a series of 30 sections per sample (section thickness ~4 μm). Sections were mounted on slides and stained using haematoxylin-eosin (H/E). To ensure that H/E could be used for counting of goblet cells, Periodic Acid-Schiff and Alcian blue staining were performed on other sections of the same sample for verification (**S2 Fig**).

Microscopic analyses were performed using a Zeiss Axioplan 2 microscope mounted with a Nikon digital camera DXM 1200F. For mid-gut and posterior liver analysis, nine samples were collected from each group (total of 36 samples). For every gut sample, ten cross-sections were quantified for external circumference of serosa (ECS), mucosal height (MH) and muscularis layer thickness (MLT). Hepatocyte diameter (HD) was quantified by taking thirty measurements per liver section. All measurements were performed using the Fiji software [39]. The goblet cell number (GCN) was determined by counting them in the entire mucosal region under the microscope. Each sample was assessed twice by two researchers and averaged before using it as a representative measurement.

### 2.7 Analysis of the chemical composition of fish fillets

The analyses of dry matter, crude fat and crude protein in fillets were outsourced to ALS Technichem (S) Pte. Ltd. (Singapore). A total of five pools containing 250g of fillets of each group were analysed. FAME synthesis was performed in-house with the method described by O’Fallon and colleagues [40], with minor modifications in the sample procedure. Two and a half gram of the muscle tissues collected from the area on the left side below the dorsal fin were freeze-dried and homogenized by grinding with mortar and pestle under liquid nitrogen. Powdered tissue samples were placed into a 21 X 70 mm glass vial with PTFE screw cap and the subsequent steps of FAME synthesis were performed following the described protocol. After FAME synthesis, the clear hexane layer containing the FAME was placed into a gas chromatography (GC) vial without disturbing the interphase and stored at -20°C prior to GC analysis. FAME was detected by capillary GC on a HP-88 capillary column (Agilent, p/n 112-88A7) installed in an Agilent 6890N network gas chromatograph (Agilent, Santa Clara, CA, USA) that is equipped with a flame ionization detector and split injection. The initial oven temperature of 140°C was gradually increased to 240°C at a rate of 4°C/min. Helium was used as the carrier gas. Fatty acids were identified by comparing their retention times with Supelco^TM^ 37 component FAME Mix standards (47885-U) and individual fatty acids are represented by area % of total fatty acids. The correlation of fatty acid between fillets of groups (Group A-D) and their respective feed type (Feed A-D) were analysed with Pearson’s correlation coefficient. Only fatty acid profiles of big size commercial feeds were used for this correlation. Since FAME of feeds and that of the fillets were detected independently, only fatty acids that were detected in both instances (**S2 Table**) were used for the correlation studies in (**S3 Table**).

### 2.8 Microarray hybridization and analysis

Total RNAs were extracted from liver tissues (eight individuals per feed type) using RNeasy Mini kit with DNAse treatment (Cat No. 74106; Qiagen Singapore Pte. Ltd., Singapore) following the manufacturer’s protocol. RNA concentration was determined using NanoDrop 1000 (NanoDrop Technologies). The RNA integrity number (RIN) of extracted total RNA was determined by using Agilent 2100 Bioanalyser (Agilent Technologies, Nærum, Denmark). Only samples with RIN >8.5 were used for the analysis. Microarray-based transcriptomics were carried out using Agilent SurePrint G3 custom gene expression microarrays (8X60K; Cat No. G4102A) with probes covering an estimated ~70% of the seabass transcriptome (estimated based on BLASTX-search against the Nile tilapia RefSeq protein dataset). The microarray design (**GPL17855**) and probe set analysis data have been deposited into the NCBI Gene Expression Omnibus database (**GSE55152**). Partek® Genomic Suite (v6.6) was used to analyse both sets of data. Microarray data were quantile-normalized and log_2_-transformed for statistical analysis. A three way-ANOVA analysis employing step-up false discovery rate (FDR) multiple test correction (P_fdr_ < 0.05; arbitrary fold change cut-off of 2) was used to identify differentially expressed transcripts / genes (DETs / DEGs). Significantly expressed transcripts (SETs) were identified by unpaired, two-tail T-Test (P < 0.05). Gene Ontology (GO) annotation was performed through AgBase-Goanna [41], GO enrichments were performed in agriGO’s Singular enrichment analysis [42] and visualisation were performed with REVIGO [43]. KEGG Automatic Annotation Server (KAAS) bi-directional best hit method were performed for genes of interest [44] and enrichment analysis of KEGG metabolic pathways was done with GSEA of broad institute [45]

### 2.9 Validation of liver microarray results using Fluidigm qPCR

The expression level of 13 selected DEGs identified earlier by microarray analysis of the liver was quantified by qPCR. In addition, the expression level of Δ6 fatty acyl desaturase (*fads2;* for a detailed list of genes validated, see **S4 Table**) and elongation of very long fatty acid 5 (*elovl5a*) that are typically responsive to dietary n3-lcPUFA were also determined. Primers (~20mers) were designed using NCBI/Primer-Blast (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) and synthesized by Sigma-Aldrich. Five reference genes (*tuba*, *ef1α*, *gadph*, *rpl8* and *ubq*) that have shown stable expression levels over a variety of tissues in Asian seabass were selected as candidate reference genes. Four biological samples from each of four groups (A-D) were reverse transcribed into cDNA using the iScript^TM^ Reverse Transcription Supermix (Cat No. 170–8841; Bio-Rad Laboratories) according to the manufacturer’s instructions. qPCR was performed on a 48.48 Dynamic Array Integrated Fluidic Circuit (IFC) according to the EvaGreen DNA Binding Dye protocols (Fluidigm, CA, USA) resulting in 2,304 simultaneous qPCR reactions, respectively. Expression data were acquired using the Real-Time PCR Analysis software 3.0.2 (Fluidigm). Data pre-processing, normalization, relative quantification, and statistics were performed using GenEx5 (MultiD, Göteborg, Sweden). PCR efficiency were determined by Real-time PCR miner [46]. The most stably expressed reference genes (*ubq* and *rpl8*) were identified from the panel of putative reference genes using GeNorm [47] and their geometric means were used to normalize all samples in GenEx5. Data were log_2_ transformed to attain a normal distribution prior analysis of variance (ANOVA).

### 2.10 Statistical analysis

Data of production traits, histological and biochemical analysis are represented as means values with standard error of the mean (SEM). Production traits of every individual fish were taken into account with the exception of those fishes, which had died (20 individuals) or were problematic (28 individuals) at some point throughout the course of the experiment. Fishes were classified as problematic when unforeseen circumstances occurred such as, missing tag number, missing weight and length measurements. Potential outliers were verified by procedure of Tukey [48] by categorizing ‘outside’ values and confirmed outliers were removed from subsequent analysis. All data were analysed from samples at 168-dph by ANOVA. Post-ANOVA multiple comparisons between the mean of each group with mean of every other group were performed by Tukey’s honestly significant difference (HSD). Post-ANOVA multiple comparisons between the mean of each group with the mean of the control group were performed by Dunnett’s test. Differences were considered significant only, if their adjusted P-value (P_adj_) was < 0.05 with 95% confidence interval. The different strengths of Pearson correlation coefficient (r) were defined as very high, high, moderate, low and negligible correlation [49].

All statistical analyses were performed and graphs were generated using GraphPad Prism version 6.02 for Windows (GraphPad Software, La Jolla, CA, USA; www.graphpad.com) and Microsoft Excel 2010 (Microsoft, Redmond, WA, USA).

## Results

### 3.1 Asian seabass fed pelleted feeds grew faster than controls, but at different rates

Biochemical analysis of the feeds (**Table 1**) re-confirmed most of the wide-ranging differences observed among the composition of the feeds that were expected from the nutrition labels provided on the packaging (**S1 Table**). However, some discrepancies were found for Feed Bb (Feed B, big size) and both Feeds Cs and Cb (Feed C, small and big size). For Feed Bb, the percentage of crude fibre was found nearly half of what was provided on the label, whereas the result of analysis for Feed C showed a 59% and 12% increase in the percentage of crude fat and crude ash, respectively (**S1 Table**).

After 61 days of feeding, percentage of body weight gain of the groups fed commercial feeds (B-D) were significantly higher than that of the control (Group A; P_adj_ < 0.01) with Feed C having the largest overall growth (**Fig 2**). Statistically significant differences in specific growth rate (SGR) were observed as well among the different groups (A-D) with Group C having the highest SGR of 1.79. However, for standard body length gain, no such differences could be observed between Groups B and A, or between Groups B and D. Group C grew the longest by 0.11 cm per day (**Table 3**). Similarly, no statistical significant differences could be observed for daily body weight gain, feed conversion efficiency (FCE) and condition factor between Groups B and D. The FCE for control (Group A) was only 32.1% (commercial feeds: 91.2% - 101.6%). This was presumably due to the fact that the dry matter content of frozen fish fed was only 26% (**Table 1**), and therefore, nearly thrice the amount of that had to be fed compared to commercial feeds. No significant differences in the mortality have been observed among the different groups.

**Fig 2:**
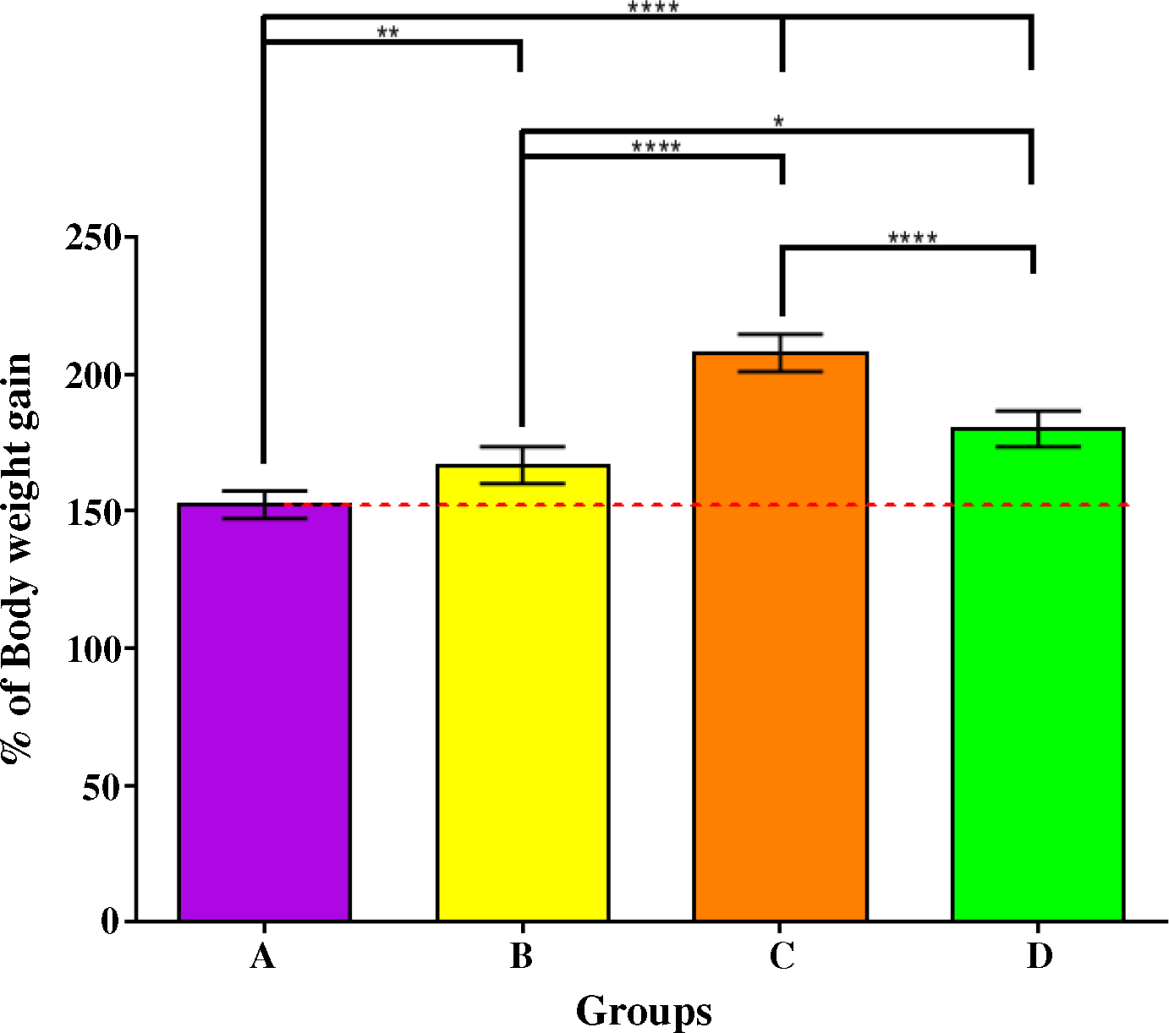
Wide-ranging differences among the relative body weight gains in Asian seabass fed pelleted feeds compared to control. Total percentage of body weight gain after the consumption of three different pelleted feeds (Feeds B-D) relative to frozen baitfish (Feed A) during a two-month period (107–168 days post-hatch). Post-ANOVA Tukey's multiple comparison test was performed to compare the mean values of every group. Error bars are plotted with 95% confidence intervals from the mean. Significantly different means are noted with *—P_adj_ < 0.05; **—P_adj_ < 0.01; ***—P_adj_ < 0.001; and ****—P_adj_ < 0.0001.

**Table 3:** Production traits at 168 dph of juvenile Asian seabass fed different feeds (A-D) for 61 days.

Production Traits	Diet (Mean)				SEM			
	A	B	C	D	A	B	C	D
Initial weight (g)	77.5^a^	79.0^a^	78.8^a^	77.9^a^	1.20	1.20	1.20	1.10
Final weight (g)*	196.2^a^	211.7^b^	240.5^c^	213.7^b^	3.20	3.20	3.70	2.90
Daily weight gain (g)*	1.89^a^	2.10^b^	2.58^c^	2.18^b^	0.04	0.04	0.04	0.03
Initial std length (cm)*	12.5^a^	12.8^b^	12.6^ab^	12.7^ab^	0.07	0.07	0.07	0.06
Final std length (cm)*	18.4^a^	18.5^ab^	19.4^c^	18.7^b^	0.10	0.09	0.10	0.09
Daily length gain (cm)*	0.09^a^	0.09^a^	0.11^b^	0.10^c^	0.00	0.00	0.00	0.00
SGR (%)*	1.47^a^	1.55^b^	1.79^c^	1.63^d^	0.02	0.02	0.02	0.02
FCE (%)*	32.1^a^	92.7^b^	101.6^c^	91.2^b^	0.63	1.79	2.40	1.75
Condition factor (K)*	3.11^a^	3.26^b^	3.27^b^	3.22^b^	0.01	0.02	0.02	0.01
Mortality (%)	2.4^a^	0.8^a^	1.9^a^	0.5^a^	1.80	0.50	0.90	0.30

Results are mean ± SEM. Significant differences between all the different feed types were determine by one way ANOVA indicated by (*, P < 0.05). Post ANOVA Tukey's multiple comparisons test was done to comparing between the mean values for each of the different diets. Means with different letter of superscripts are significantly different, (P_adj_ < 0.05). SEM = Standard Error of Mean; std = standard; SGR = specific growth rate; FCE = feed conversion efficiency. The formulae for SGR, FCR and Condition factor could be found in subsection 2.5 under Materials and Methods.

### 3.2 Fillet-based fatty acid profiles of fishes fed pelleted feeds were distinctly different from those of controls

The proximate nutrient content of juvenile Asian seabass fillets did not vary significantly among the four groups, except for the percentage of crude fat. Consumption of Feed B seemed to result in a statistically significant increase in accumulation of crude fat in the fillet compared to the controls (P_adj_ < 0.05; **Table 4**).

**Table 4:** The proximate nutrient content and fatty acid composition of flesh of Asian seabass juveniles on different diets at 168 dph.

**(A) Proximate nutrient composition**	**Diet (Mean)**				**SEM**			
	**A**	**B**	**C**	**D**	**A**	**B**	**C**	**D**
Dry matter (g/100 g)	21.7^a^	23.0^a^	23.5^a^	23.1^a^	0.68	1.0	1.6	1.1
Crude protein %	21.0^a^	20.6^a^	18.9^a^	20.4^a^	0.19	0.68	0.87	0.85
Crude fat %	1.0^a^	2.3^b^	1.6^ab^	1.4^ab^	0.07	0.25	0.14	0.07
**(B) Fatty acid composition (area %)**	**Diet (Mean)**				**SEM**			
	**A**	**B**	**C**	**D**	**A**	**B**	**C**	**D**
Myristic (C14:0)	2.5^a^	3.9^b^	2.0^a^	3.6^b^	0.13	0.12	0.06	0.19
Pentadecanoic (C15:0)	0.3^a^	0.3^a^	0.2^b^	0.3^a^	0.03	0.01	0.02	0.03
Palmitic (C16:0)	18.9^a^	18.8^ab^	18.2^b^	21.0^c^	0.22	0.22	0.10	0.16
Heptadecanoic (C17:0)	0.8^a^	0.4^b^	0.3^b^	0.5^ab^	0.15	0.06	0.05	0.07
Stearic (C18:0)	8.7^a^	6.4^b^	6.8^bc^	7.3^c^	0.19	0.16	0.15	0.20
Arachidinic (C20:0)	0.2^a^	0.2^a^	0.2^a^	0.2^a^	0.02	0.01	0.02	0.02
ΣSFA	31.5^a^	30.1^b^	27.7^c^	33.0^d^	0.32	0.28	0.14	0.25
Palmitoleic (C16:1)	3.2^a^	5.0^b^	3.2^a^	4.7^b^	0.16	0.13	0.07	0.20
cis-10 Heptadecanoic (C17:1)	0.7^a^	0.9^b^	0.6^c^	0.8^d^	0.01	0.02	0.01	0.01
Oleic (C18:1n9c)	16.1^a^	19.3^b^	28.9^c^	17.8^d^	0.41	0.29	0.36	0.16
cis-11 Eicosenoic (C20:1)	1.0^a^	0.8^ac^	1.3^b^	0.7^c^	0.06	0.04	0.02	0.02
nervonic acid (C24:1n9)	0.3^a^	0.2^a^	0.2^a^	0.2^a^	0.07	0.05	0.04	0.02
ΣMUFA	21.3^a^	26.3^b^	34.2^c^	24.2^d^	0.54	0.36	0.42	0.24
Linoleic (C18:2n6)	4.9^a^	10.5^b^	14.5^c^	8.2^d^	0.21	0.21	0.21	0.10
γ-Linolenic (C18:3n6)	0.2^a^	0.4^b^	0.4^b^	0.3^b^	0.02	0.01	0.00	0.03
cis-11,14 Eicosadienoic (C20:2 n6)	0.2^a^	0.2^a^	0.2^a^	0.2^a^	0.02	0.02	0.02	0.02
cis-8,11,14 Eicosatrienoic (C20:3 n6)	0.2^a^	0.2^a^	0.2^a^	0.2^a^	0.02	0.02	0.02	0.03
Arachidonic (C20:4n6)	3.6^a^	2.0^b^	1.6^c^	2.6^d^	0.15	0.07	0.05	0.09
Σn6-PUFA	9.2^a^	13.2^b^	17.0^c^	11.6^d^	0.17	0.16	0.17	0.08
α-Linolenic (C18:3n3)	1.0^a^	1.4^b^	1.9^c^	1.2^d^	0.06	0.05	0.05	0.03
cis-11,14,17 Eicosatrienoic (C20:3 n3)	0.5^a^	0.4^a^	0.4^a^	0.4^a^	0.06	0.03	0.02	0.03
cis-5,8,11,14,17 Eicosapentaenoic (C20:5n3)	4.6^a^	8.8^b^	3.2^c^	6.4^d^	0.06	0.16	0.09	0.05
cis-7,10,13,16,19 Docosapentaenoic (C22:5n3)	3.0^a^	2.9^a^	1.5^b^	2.5^c^	0.08	0.07	0.03	0.03
cis-4,7,10,13,16,19 Docosahexaenoic (C22:6n3)	21.1^a^	9.8^b^	8.8^b^	13.2^c^	0.44	0.31	0.35	0.30
Σn3-PUFA	30.2^a^	23.4^b^	15.9^c^	23.8^b^	0.36	0.27	0.41	0.33
ΣPUFA	39.3^a^	36.6^b^	32.8^c^	35.3^d^	0.32	0.19	0.28	0.33
Σn6/Σn3	0.30^a^	0.57^b^	1.08^c^	0.5^b^	0.01	0.01	0.04	0.01

(A) Mean values for proximate nutrient composition are represented based on wet matter basis.

(B) Mean values for fatty acids composition are represented in area % of total composition or fatty acids. Means with different letter of superscripts are significantly different, (P_adj_ < 0.05).

SFA = Saturated fatty acids; MUFA = Monounsaturated fatty acid; PUFA = Poly unsaturated fatty acid.

Fatty acid analysis of juvenile Asian seabass fillets showed that the consumption of different feeds had altered the Saturated Fatty Acid (SFA), Monounsaturated Fatty Acid (MUFA) and PUFA composition in a uniform manner. Fillets originating from groups fed with different feed types formed clear distinctive clusters on the PCA plot (**Fig 3**). The fatty acid profiles of Group B and C were different from that of Group A, whereas Group D was more similar.

**Fig 3:**
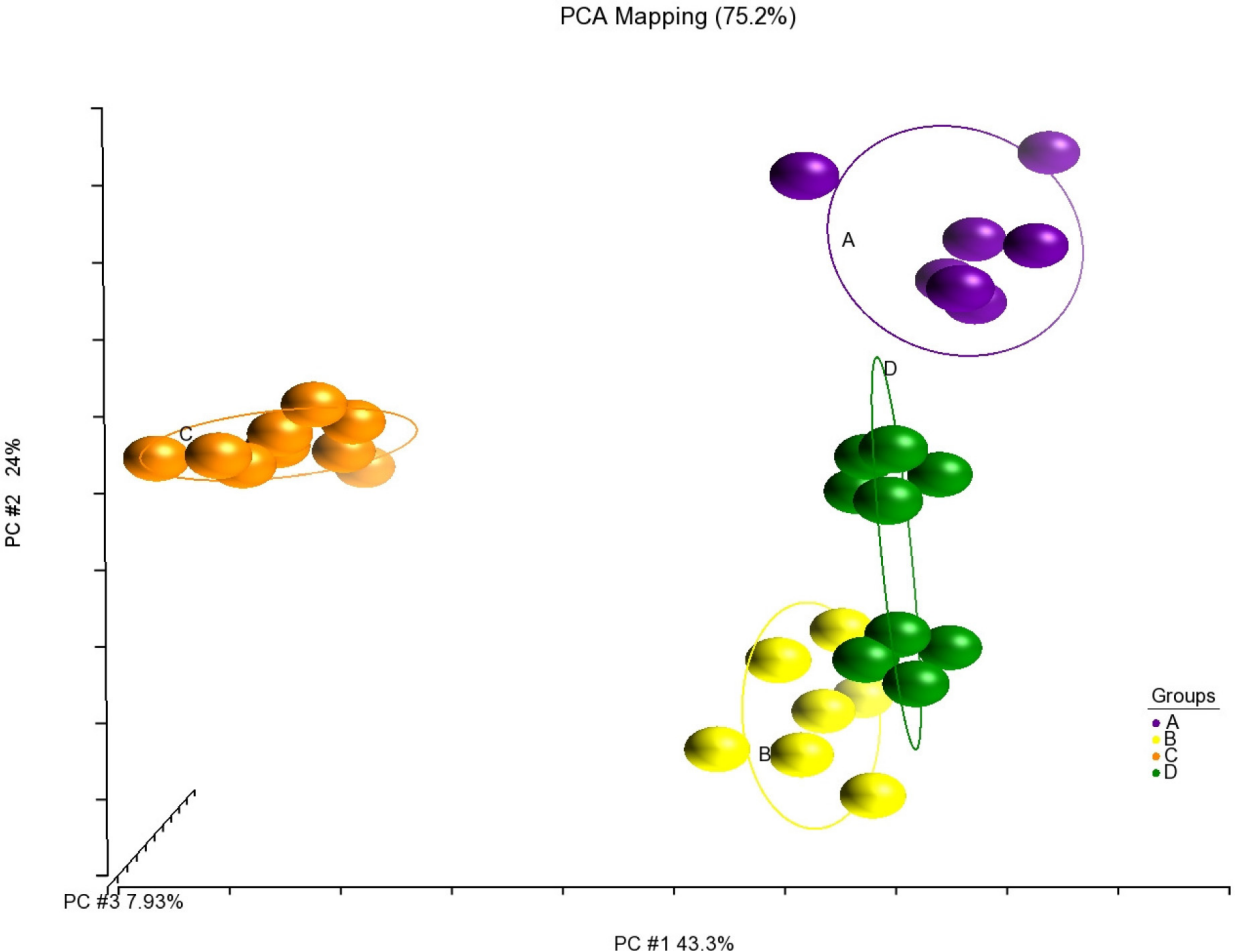
Formation of unique clusters of fillet fatty acid profile after consuming different pelleted feeds (Feed B-D) and frozen baitfish (Feed A). The PCA plot generated by Partek® Genomic Suite (v6.6) is based on covariance matrix of 21 fatty acids (area % of total fatty acids) per sample. Coloured balls represent individual samples fed with different feed types.

However, despite having their unique clusters, the predominant fatty acids of the fillets from groups fed different commercial diets were similar. Palmitic acid (C16:0), oleic acid (C18:1n9c), linoleic acid (LA, C18:2n6c) and DHA (C22:6n3) were predominant for SFA, MUFA, n6-PUFA and n3-PUFA, respectively (**Table 4**). The fillets from Group C had the highest ratio of n6/n3 at 1.08 with their fatty acid composition containing the most LA and least DHA content when compared to other groups.

### 3.3 Fatty acid composition of the fish fillets mirrored that of the corresponding feeds

When fatty acid compositions that were detected in the fillets of the different groups (A-D) and their respective feed types (**S2 Table**) were compared, the graphs displaying the different proportion of fatty acids types closely mirrored each other showing a high positive correlation (r ≥ 0.7; **Fig 4**). The highest and lowest correlation coefficient was observed in ΣMUFA (r = 0.98) and ΣSFA (r = 0.70), respectively (**Fig 4**).

**Fig 4:**
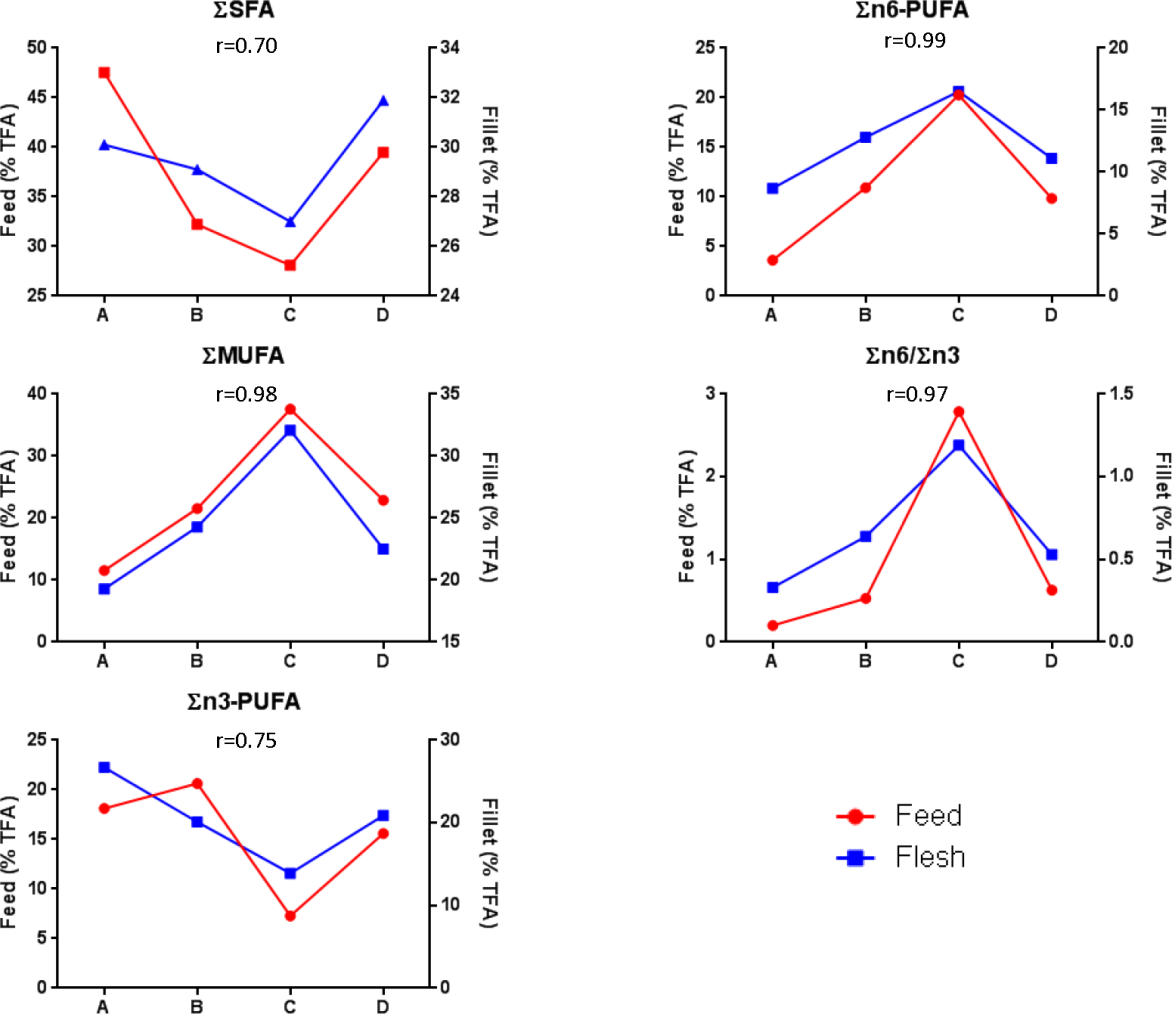
Positive correlation of fatty acids between fillets of groups and their respective feeds. Only area % of TFA of large-sized pelleted feeds were used for correlation. Pearson’s correlation coefficient (r) was used to determine the correlation relationship. TFA = Total Fatty Acids.

Interestingly, when comparing the combined data of all fillets and that of all feeds, every individual fatty acid correlated positively from a moderate correlation (C14:0; r = 0.06) to very high correlation (r = 1.0) with the exception of γ-linolenic acid (GLA, C18:3n6) where negligible correlation was found (r = 0.1) (**S3 Table**). Further analysis of the individual fatty acids revealed two distinct relationships of clusters among fillet and feed. Cluster 1 consisted of arachidonic acid (ARA, C20:4n6), EPA, DHA, C16:1, C14:0, C16:0 and C18:0, whereas Cluster 2 consisted of α-linolenic acid (ALA, C18:3n3), LA and oleic acids (OA, C18:1n9c). It was observed that the Cluster 1 and Cluster 2 fatty acids of feed and fillet correlated either positively or negligibly within their own cluster, but between the two clusters only either negative or negligible correlation were observed. The only exception was GLA (C18:3n6) that did not fit into either of the two clusters (**S3 Table**).

### 3.4 Distinct histological changes were observed in the mid-gut and liver of fish fed pelleted feeds compared to controls

Histological parameters were examined in order to detect potential morphological modifications in the intestine due to different dietary intakes. From the mid-gut cross section of commercial feed fed groups (B-D), significantly longer ECS values were observed in Group C (~9.4 mm)–but not for other groups when compared to Group A (~7.5 mm; **Fig 5A and S5 Table**). Groups C and D had significantly thicker MLT and all three commercially fed groups (B-D) showed significant increase in MH when compared to Group A (**Fig 5**). The profiles for GCN showed a reversed trend, Asian seabass fed pelleted feeds had significantly lower number of goblet cells than controls (Group A) fed frozen fish (**Fig 5D and S5 Table**). The possibilities of the different histological parameters correlating with body weight (BW) were cross-checked for all 36 samples and negligible correlation was observed for GCN, low positive correlation was observed for ECS and MH, while moderate positive correlation was observed for MH (**S3 Fig**).

**Fig 5:**
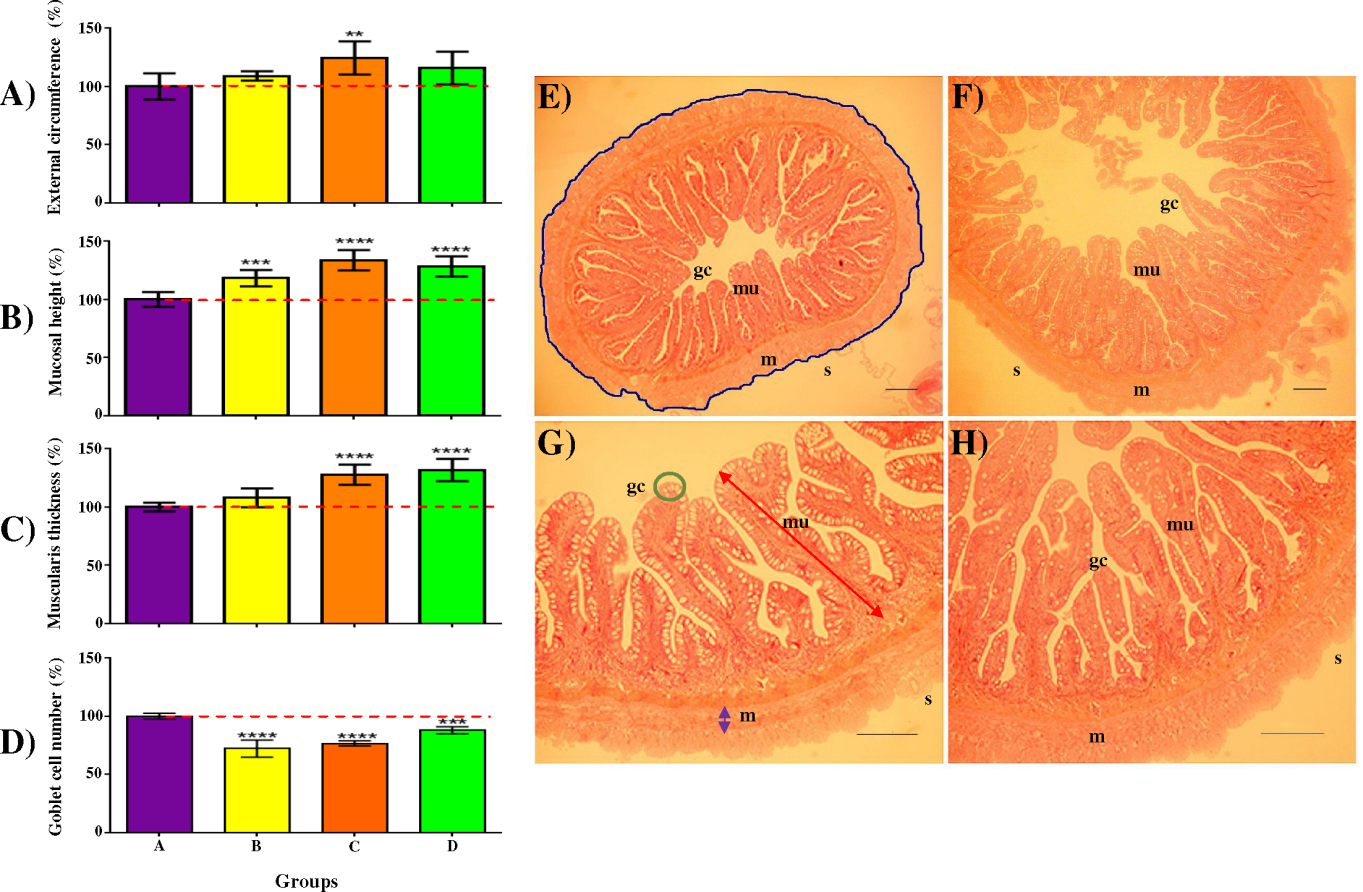
The gastrointestinal tract of Asian seabass is influenced by the different feeds. External circumference of serosa (Panel A), mucosal height (Panel B), muscularis layer thickness (Panel C) and goblet cell number (Panel D) were measured from sections of the mid gut of 168 dph-old Asian seabass fed frozen baitfish (Group A) or pelleted commercial feeds (Groups B-D) for 61 days. Values are represented as percentages over control (A) value. Post ANOVA Dunnett’s multiple comparisons test was performed between the mean of each group with the mean of the control group. Means significantly different from Group A are noted with *—P_adj_ < 0.05; **—P_adj_ < 0.01; ***—P_adj_ < 0.001; or ****—P_adj_ < 0.0001. Representative examples of the mid-gut histological sections are shown on the right (Panels E&G–Group A; F&H–Group C). Panel E: Blue line = External circumference of serosa (S); Panel G: red = high of Mucosa (mu), purple = Thickness of muscularis layer (m), green = Goblet cells (gc); Panels E&F - 5x magnification; Panels G&H - 10x magnification. Panels E&H; scale bar = 100μm.

Visually, hepatocytes of all the groups fed commercial feeds appeared to be enlarged when compared to Group A (**Fig 6A–6D**). However, when the average diameter of the hepatocytes was determined, a significant enlargement of hepatocytes within the posterior part of the liver compared to control was only observed in Groups B and D (P_adj_ <0.01), but not in Group C (**Fig 6E**).

**Fig 6:**
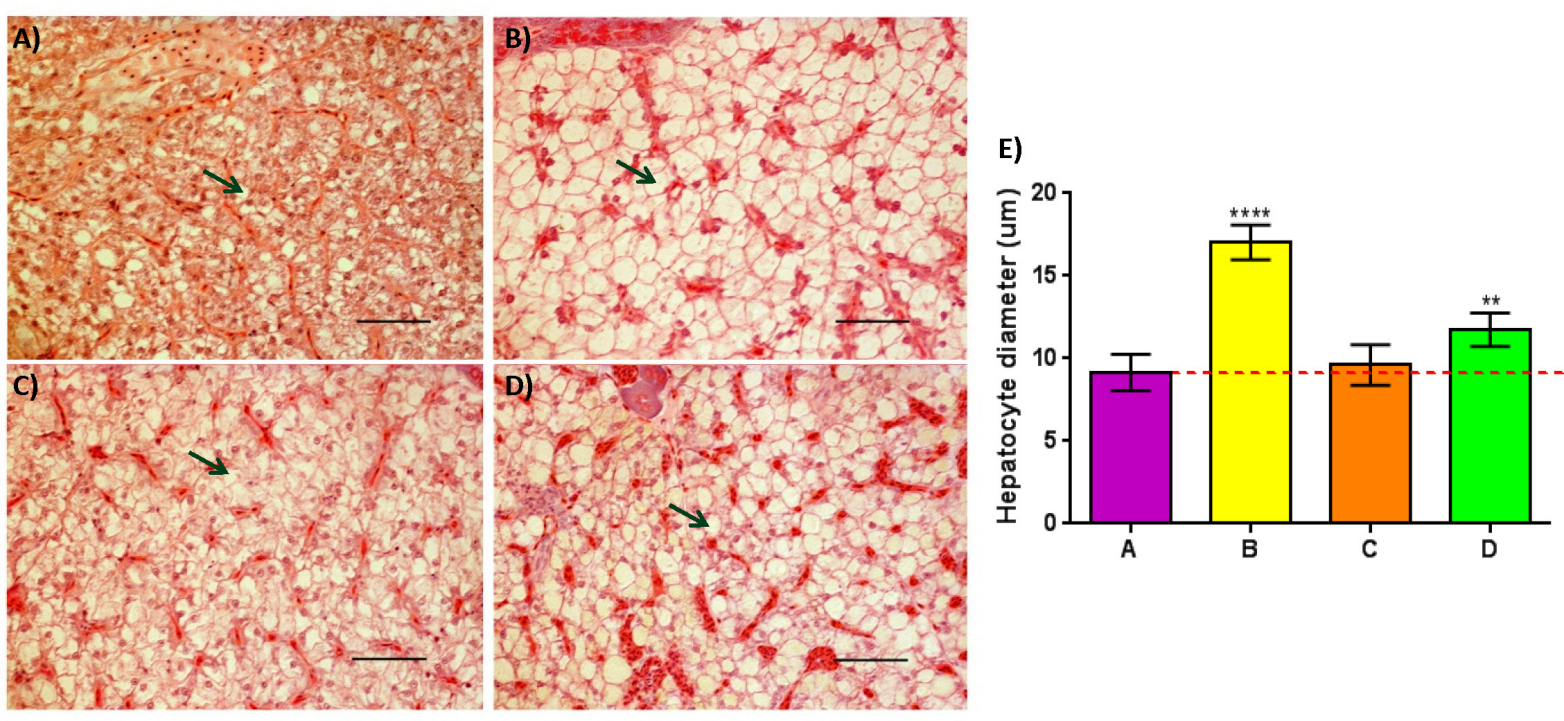
Increased lipid deposition observed in two of the three pellet-fed groups compared to controls with the exception of Group C. Panel (A-D): cross sections of posterior liver stained with H/E of Groups (A-D) respectively; Green arrows = hepatocytes containing lipid droplet. Panel (a-d); 40x magnification, scale bar = 50μm. Panel E: Quantitative analysis of mean hepatocyte diameter detected within Groups (A-D); Post ANOVA Dunnett’s multiple comparisons test was performed between the mean of each group with the mean of the control group. Means significantly different from Group A are noted with (*—P_adj_ < 0.05; **—P_adj_ < 0.01; ***—P_adj_ < 0.001; ****—P_adj_ < 0.0001).

### 3.5 Transcriptomic analysis revealed differential expression of hepatic genes and metabolic pathways in the liver of pellet-fed fish compared to controls

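Liver RNA was hybridised to 24 one-colour arrays, 4 for each of 6 feed groups, and each array held 60080 probes besides controls. Fish of Group A received baitfish at 6.1% of body weight per day and those of Groups B to E pellets at 2.2% for 61 days, until sampling at 168 days post-hatch. Group F received pellets at 1.8%. Of the spots on 1 array, between 20.4% and 36.0% were well above background. The arrays lay on 3 slides, and the 75th percentile of the signal was 22.2 to 32.9 on slide 1 against 42.4 to 80.2 on the others. Groups A and B had 2 arrays on slide 1, and Groups C and D had 2 on slide 2.
The deposited intensities of the 16 arrays of Groups A to D were quantile-normalized and log2-transformed, and each probe was fitted with limma by feed group alone. Below, a DET has an adjusted p under 0.05 (Benjamini-Hochberg) with at least a 2-fold change, and a SET has an unadjusted p under 0.05. Group letters follow the sample labels. The array fold-changes in S7 Table were used to test that reading: 19 of 90 lay within 0.05-fold of the values computed here with the labels as given, and 64 of 90 with the arrays labelled E and F in place of C and D, both with slide in the fit. That exchange was chosen after seeing the data, and its results are given beside those of the labels.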

Microarray-based transcriptomic analysis was performed to assess the potential effects of the four different feeds (Groups A-D) in the hepatic samples. The overall expression profile of each of the pellet-fed groups (B, C and D) showed a small, variable number (7 to 127) of differentially expressed transcripts (DETs; P_fdr_ < 0.05, 2 fold-change limit) when compared against the baitfish-fed group (A). On the other hand, DETs between the pellet-fed groups could only be detected when a less stringent statistical method was applied with higher Type 1 error rate (multiple T-test). 

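Against the 4 arrays of Group A, the 4 arrays labelled Group D gave 1154 DETs of 60080 probes under limma, 862 of them higher in the pellet-fed fish. Group B gave 254 DETs (194 higher, 60 lower) and Group C gave 69 (52 higher, 17 lower). In Group D, 369 of the DETs were well above background on no array of 1 of the compared groups, as were 82 in Group B and 31 in Group C, so their fitted change is not a measured size. A further 38, 15 and 2 DETs were dim in both compared groups. The median fitted change was 3.77-fold in Group D, 3.30-fold in Group B and 3.61-fold in Group C. It was 3.04-fold, 2.61-fold and 2.33-fold with DETs dim in 1 group set to the lower limit that the background allows and those without such a limit left out. With the labels as given, the choice of test moved these counts most as a ratio. A test of each probe with unequal variances, without limma, left 2 DETs in Group B, 4 in Group C and 44 in Group D. With the arrays labelled E and F in place of C and D, limma gave 21 DETs for B, 5 for C and 16 for D.

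**Figure D1:**
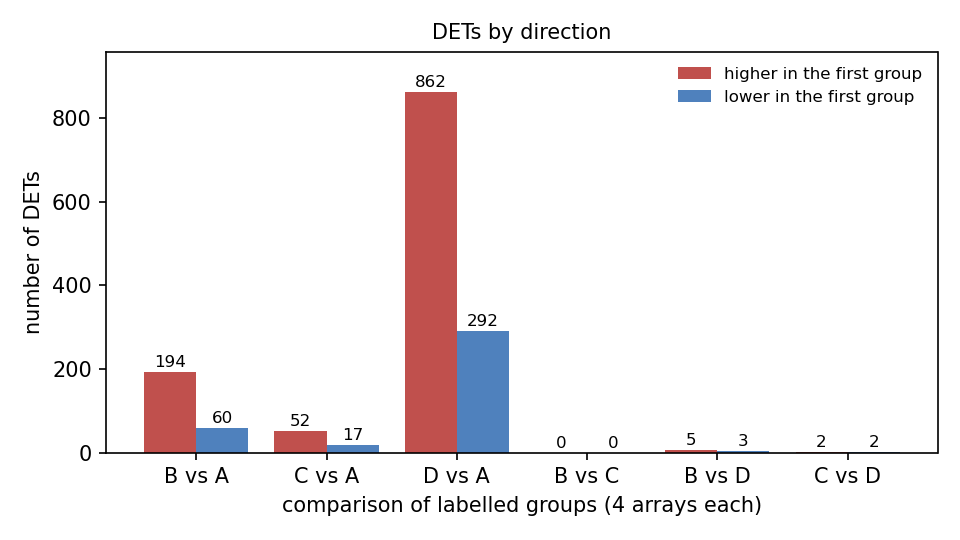
DETs between groups as labelled (4 arrays per group, adjusted p under 0.05 and at least 2-fold in limma), counted by direction. Groups B, C and D are each compared with Group A, and then B with C, B with D and C with D. Higher and lower refer to the first group named.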

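Between the arrays labelled Groups B and C, limma gave 0 DETs, with 1540 probes at an unadjusted p below 0.05; the methods' t-test also left 0 after adjustment. Groups B and D differed in 8 DETs (5 higher in B). Of these, 3 were dim in both groups and 1 in 1 of them, so their fold is not measured. Groups C and D differed in 4 (2 higher in C). The 4 probes of the last comparison were picked after their values were seen. Of the 2 higher in C, 1 was higher by 3.22 log2 and the other by 2.37 log2 (adjusted p 0.0280 for both), with all 4 arrays of both groups well above background. Of the 2 lower in C, 1 (adjusted p 0.00850) was well above background on no array of either group, so no fold is given. The other was lower, at -1.37 log2 (adjusted p 0.0280), and was well above background on 1 array of C and 4 of D. With the arrays labelled E and F in place of C and D, limma gave 0 DETs in each of the 3 comparisons, with 1665, 2482 and 2132 SETs.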

Under such circumstances, a few thousand significantly expressed transcripts (SETs; P < 0.05, no fold change limit) were observed (**S4 Fig**).

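An unadjusted p below 0.05 in limma was reached by 2194 probes between Groups B and D and by 2323 between Groups C and D. Of the 60080 probes, 3004 would pass at random, and each of the 3 comparisons gave fewer in this fit. Of the SETs, 741 were higher and 799 lower in B than in C, 972 higher and 1222 lower in B than in D, and 909 higher and 1414 lower in C than in D. The methods' t-test gave 996, 1621 and 2075 SETs. The filter of dim probes moved the numbers most, to 454, 970 and 1168, where calibrated tests would pass 894 of the 17873 probes it keeps. With slide in the fit there were 1895, 2782 and 3014 of all probes.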

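Across the 16 arrays of Groups A to D, the F-test of limma gave 558 probes with an adjusted p below 0.05, and in 522 of them the highest and lowest group means were at least 2-fold apart. Group D had the mean farthest from that of Group A in 482 of the 558, Group B in 49 and Group C in 27. A fit with slide and without moderated variances gave 359 probes. The largest move came with the arrays labelled E and F in place of C and D, which gave 8, or 7 with slide in the fit.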

From the ANOVA analysis, 39 transcripts were found to have significantly different expression level (P_fdr_ < 0.05; no fold change limit) among the different groups (A-D). These transcripts, when plotted on a heat map (**S5A Fig**), summarised the overall hepatic transcriptomic patterns. Group C had a very similar profile to that of baitfish-fed control (Group A). 

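Among the probes that differed across the groups, the mean of the arrays labelled Group C was nearest to that of Group A in 391, that of Group B in 144 and that of Group D in 23. The mean absolute log2 difference from Group A over these probes was 1.26 in Group C, 1.44 in Group B and 2.06 in Group D. Over all probes, the squared distance between group means, less the part expected from the spread within groups, was 0.0416 for Group C, 0.0723 for Group B and 0.182 for Group D. An exact permutation test over the 35 splits of 8 arrays gave a one-sided p of 0.114 for Group C, 0.0571 for Group B and 0.0286 for Group D, the smallest this test can give. With only the brighter probes the distances were 0.173, 0.250 and 0.530 for C, B and D. With scaling to the 75th percentile Group B was nearest, at 0.0129 against 0.0476 for C and 0.222 for D. With the arrays labelled E and F in place of C and D, the group nearest to A was D, at 0.00479 against 0.0704 for C.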

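DETs against Group A in all 3 pellet-fed groups numbered 52, of which 41 were higher in the pellet-fed fish and 11 lower. In each of the 52, all 12 pellet arrays lay on the same side of all 4 control arrays. Over all probes, 467 had every pellet array above every control array and 175 had every pellet array below, where 66.0 would occur at random in the 2 directions together. With no control array in common, each pair of Groups B, C and D had at least 8 DETs in the same direction for each of the 6 choices of controls, and at most 1 in opposite directions. Testing each probe by the methods' t-test in place of limma gave 1 shared DET. With the arrays labelled E and F in place of C and D there were 5.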

Specific transcripts were observed to be significantly up-regulated in pellet-fed groups (B, C and D), but down-regulated in control and this was illustrated when the subset of the different DETs were plotted (**S5B Fig**). 

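The probes of the array carry design numbers, and none could be paired with the names of these transcripts. By rule, the pair of shared DETs that rose most and the pair that fell most, by the mean of Groups B, C and D less that of A, are reported. CUST_10225_PI428621111 was higher by 6.84 log2 in Group B, 5.87 in C and 5.67 in D (adjusted p 0.000899, 0.00480 and 0.000633 in limma), although only 1 of 4 control arrays was well above background. CUST_12880_PI428621111 was higher by 2.98, 5.01 and 4.82 log2, with all 16 arrays above background. On the quantile-normalized scale, CUST_11494_PI428621111 was lower by at least 2.53-fold, 3.01-fold and 3.06-fold, and CUST_50604_PI428621111 by at least 2.42-fold, 2.88-fold and 2.93-fold. Both were well above background on all 4 control arrays and on no array of Groups B, C and D. Their rank among the DETs that fell thus rests on fitted values and is not measured. All 4 arrays of each pellet group lay beyond every control array in each of the 4 probes.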

Four particularly interesting transcripts that encoded for: *fads6*, LOC102313855, LOC102081928 and a novel unknown transcript, respectively, were found to be able to distinguish pellet-fed groups (B, C and D) from controls (A).

By performing gene set enrichment analysis on KEGG metabolic pathways using *Danio rerio* as reference model, a different set of pathways were found significantly enriched when pairwise comparison of pellet-fed groups (B, C and D) was performed against the control (A). The most prominently enriched subcategory was ‘Lipid metabolism’ in which, ‘Steroid metabolism’ and ‘Biosynthesis of unsaturated fatty acids’ were found to be consistently enriched in all three comparisons (**S6 Table**). At the level of genes, *elongation of very long fatty acid 5 and 6* (*elovl5* and *elovl6)*, *fatty acid desaturase 2* (*fads2*) and *stearoyl-CoA desaturase* (*scd*) were differentially expressed in the ‘Biosynthesis of unsaturated fatty acids’ pathway, whereas *emopamil binding protein* (*ebp*), *transmembrane 7 superfamily member 2* (*tm7sf2*) and *cytochrome P450*, *family 24*, *subfamily A*, *polypeptide 1* (*cyp24a1*) were differentially expressed in the ‘Steroid metabolism’ pathway (**Fig 7**).

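Of the genes listed, elovl5, fads2 and tm7sf2 are named for a probe in the supplementary tables and were measured here. On the 4 control arrays the mean log2 signal of fads2 was 6.07 (SD 2.13), with 2 arrays well above background, against 8.76 (SD 0.35) in Group B, 9.31 (SD 0.76) in C and 10.39 (SD 1.07) in D. The log2 fold-changes were 2.68, 3.24 and 4.32, with adjusted p of 0.301, 0.226 and 0.0175 in limma. For elovl5 the control mean was 5.26 (SD 1.19), again with 2 arrays above background, and the fold-changes were 2.26, 2.40 and 2.10 log2 (adjusted p 0.0723, 0.0936 and 0.0457). In tm7sf2 no control array was well above background, while 2 arrays of Group B, 3 of C and 4 of D were. On the scale of these quantile-normalized intensities its rise was at least 1.50-fold in B, 2.71-fold in C and 5.40-fold in D (adjusted p 0.319, 0.123 and 0.00556). Background correction by normexp moved tm7sf2 most, to fitted changes of 0.44, 0.99 and 1.56 log2, which lie below those limits, so the limits do not hold on that scale. With the arrays labelled E and F in place of C and D, none of the 3 genes was a DET in C or D.

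**Figure D2:**
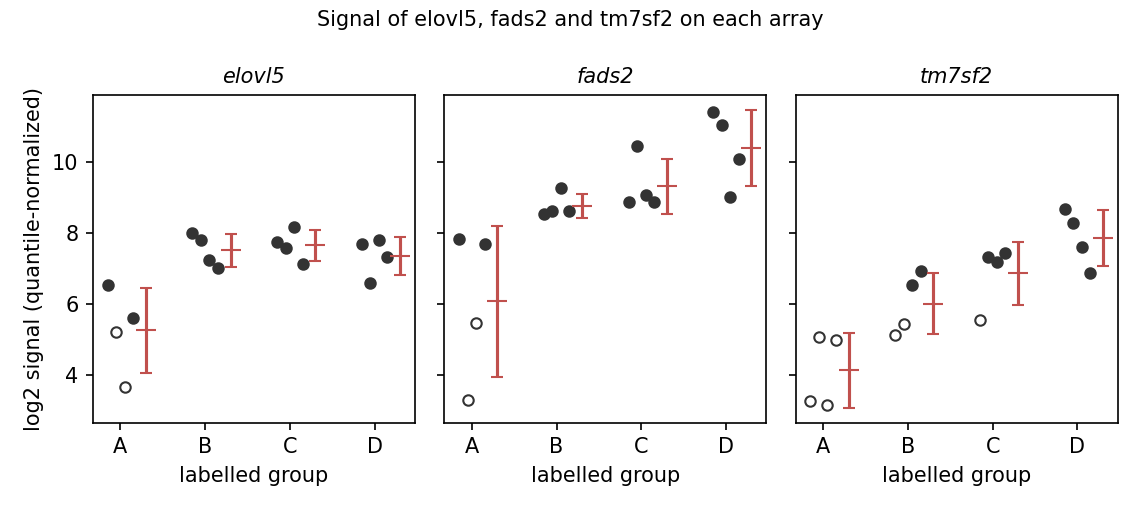
Log2 signal of elovl5, fads2 and tm7sf2 on each array of Groups A to D as labelled (4 arrays per group), after quantile normalization.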

**Fig 7:**
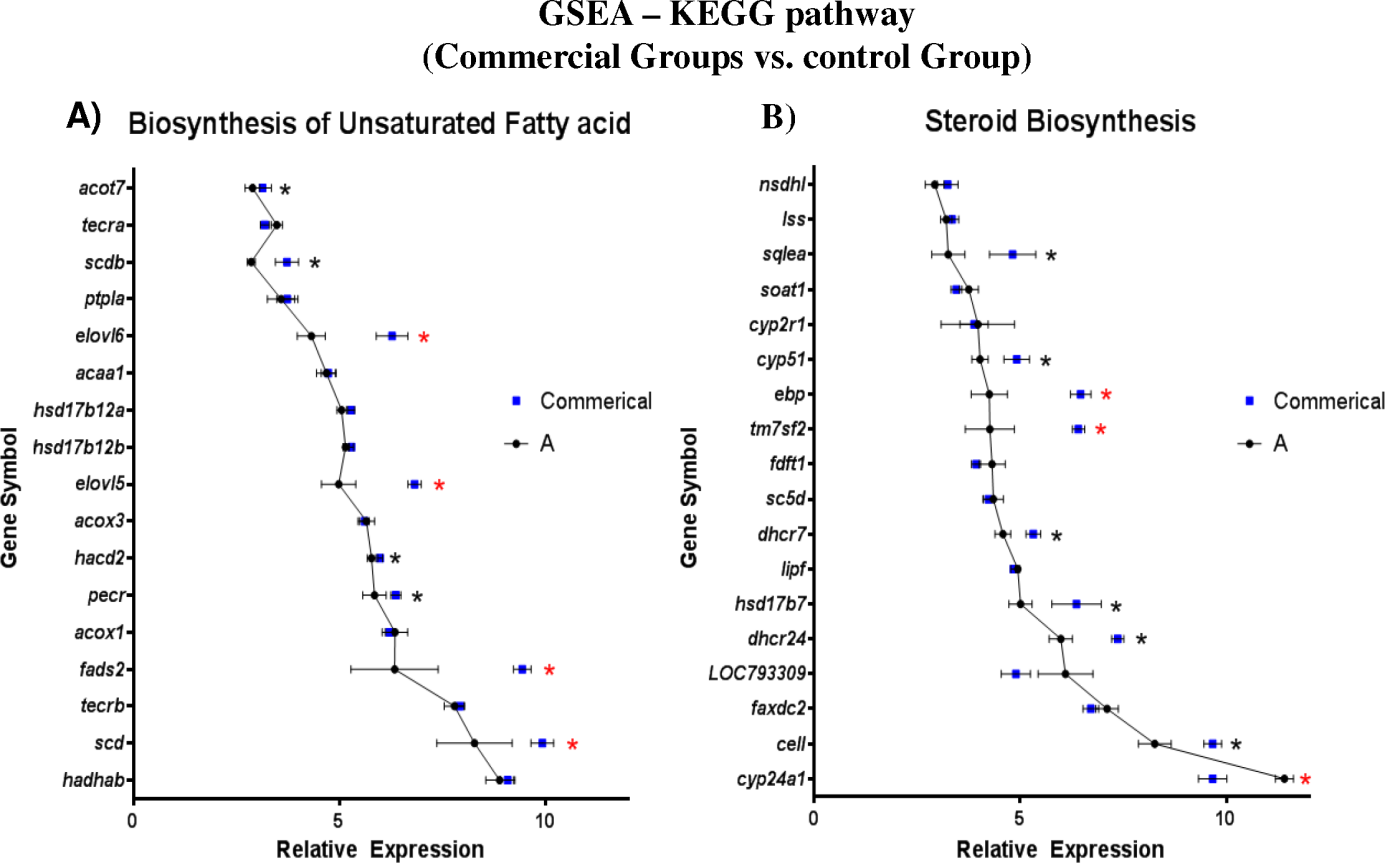
Gene Set Enrichment Analysis (GSEA) of KEGG pathway comparing pellet-fed groups (B, C and D) against baitfish-fed control (Group A). By using *Danio rerio* as reference model, (A) genes that are involved in Biosynthesis of Unsaturated fatty acid pathway, (B) genes that are involved in steroid biosynthesis pathway were compared. Significantly enriched genes are noted with *—P < 0.05. Out of those *, genes that are differentially expressed as well are marked with *—P_fdr_ < 0.05. Error bars are mean ± SEM.

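SETs present in all 3 comparisons of the pellet-fed groups numbered 27 in limma. The arrays labelled Group D had the highest mean in 19 of them and the lowest in 7, Group C the highest in 5 and the lowest in 16, and Group B the highest in 3 and the lowest in 4. With E and F in place of C and D, the alternative that moved this number most as a ratio, there were 7. With replicate number as a block there were 58, the largest move by number.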

Through multiple T-test analyses, 36 SETs were found commonly expressed between the pellet-fed groups (i.e. B *vs*. C; C *vs*. D and B *vs*. D; **Fig 8A**). The heat map generated from the corresponding 34 genes clearly illustrated the effect of consuming different feeds as six distinct clusters of genes were observed. In cluster #, genes were found to be distinctively up-regulated in Group C, down-regulated in Group D, but displayed mixed expression among individual samples from Group B. Genes in Cluster $ were similarly up-regulated in Group C, but down-regulated in Group B and showed mixed expression in Group D (**Fig 8B**).

**Fig 8:**
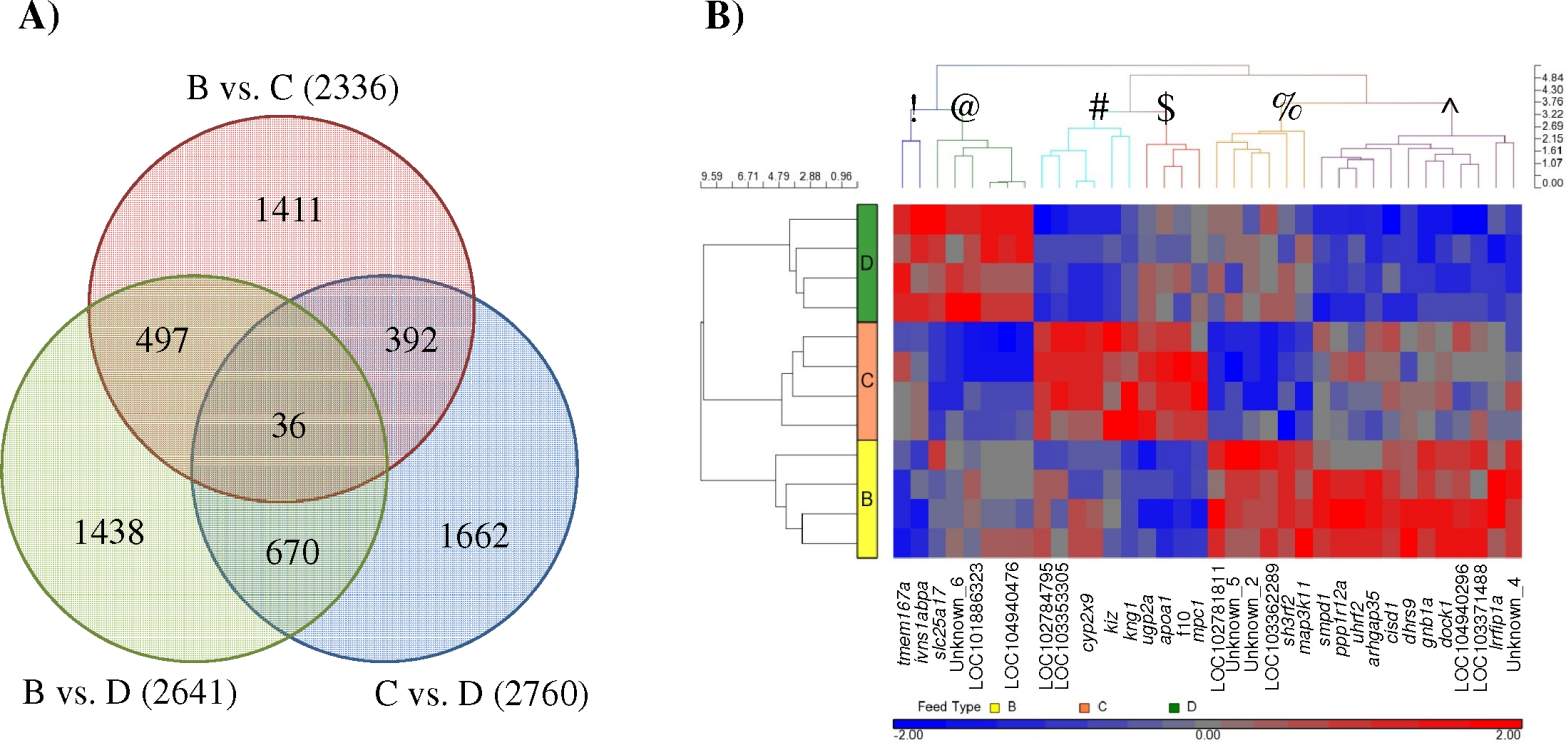
Different sets of significantly expressed transcripts (SETs) with limited overlaps were found when the liver-derived transcriptome of pellet-fed groups (B-D) were compared. (A) Venn diagram showing 36 SETs uniformly different in all three commercial vs. commercial feed comparisons. (B) Heatmap showing the complexity of hepatic expression caused by having different dietary intake. Different clusters of genes are represented by symbols (!, @, #, $, %, ^).

Gene ontology (GO) enrichment for the unique SETs found between the commercial groups (B vs. C: 1,411 transcripts, B vs. D: 1,438 transcripts and C vs. D: 1,662 transcripts; **Fig 8A**) was performed and an interesting phenomenon was observed. 

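SETs found in only 1 of the 3 comparisons numbered 650 for B against C (271 higher and 379 lower in B), 838 for B against D (387 and 451) and 1026 for C against D (375 and 651). A change of at least 2-fold was seen in 320, 370 and 433 of them. In 29.8%, 27.9% and 20.9% of them, no array of either group was well above background. Leaving out dim probes gave 238, 396 and 609, the largest move in each as a ratio. By number, normexp moved the first 2 most, to 1307 and 1520. Separate fits of 2 groups moved the third most, to 1522. The GO enrichment of these transcripts was not repeated.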

By focusing only on significantly enriched biological processes GO (P_fdr_ < 0.05) of up-regulated and down-regulated SETs separately, ‘Metabolism’ and ‘Response to stimulus’ were uniformly found to be enriched in the all comparisons (**Fig 9**). Transcripts involved in ‘Growth’ were enriched only when either Group B or Group D were compared with Group C, but not in the Group B *vs*. Group D comparison. ‘Lipid metabolism’ enrichment was exclusively found up-regulated in Groups C and D when compared with Group B. Up-regulated enrichment of ‘Carbohydrate metabolism’ and ‘Response to biotic stimulus’ was found in Group D when compared to Group B and Group C, but enrichment of down-regulated ‘Carbohydrate metabolism’ transcripts was also detected when Group D were compared with Group C. On the other hand, up-regulated enrichment of ‘Cellular metabolism’ and ‘Nitrogen compound metabolism’ was detected in Group B, but enrichment of down-regulated ‘Cellular metabolism’ transcripts was also found when Group B *vs*. Group C (**Fig 9**).

**Fig 9:**
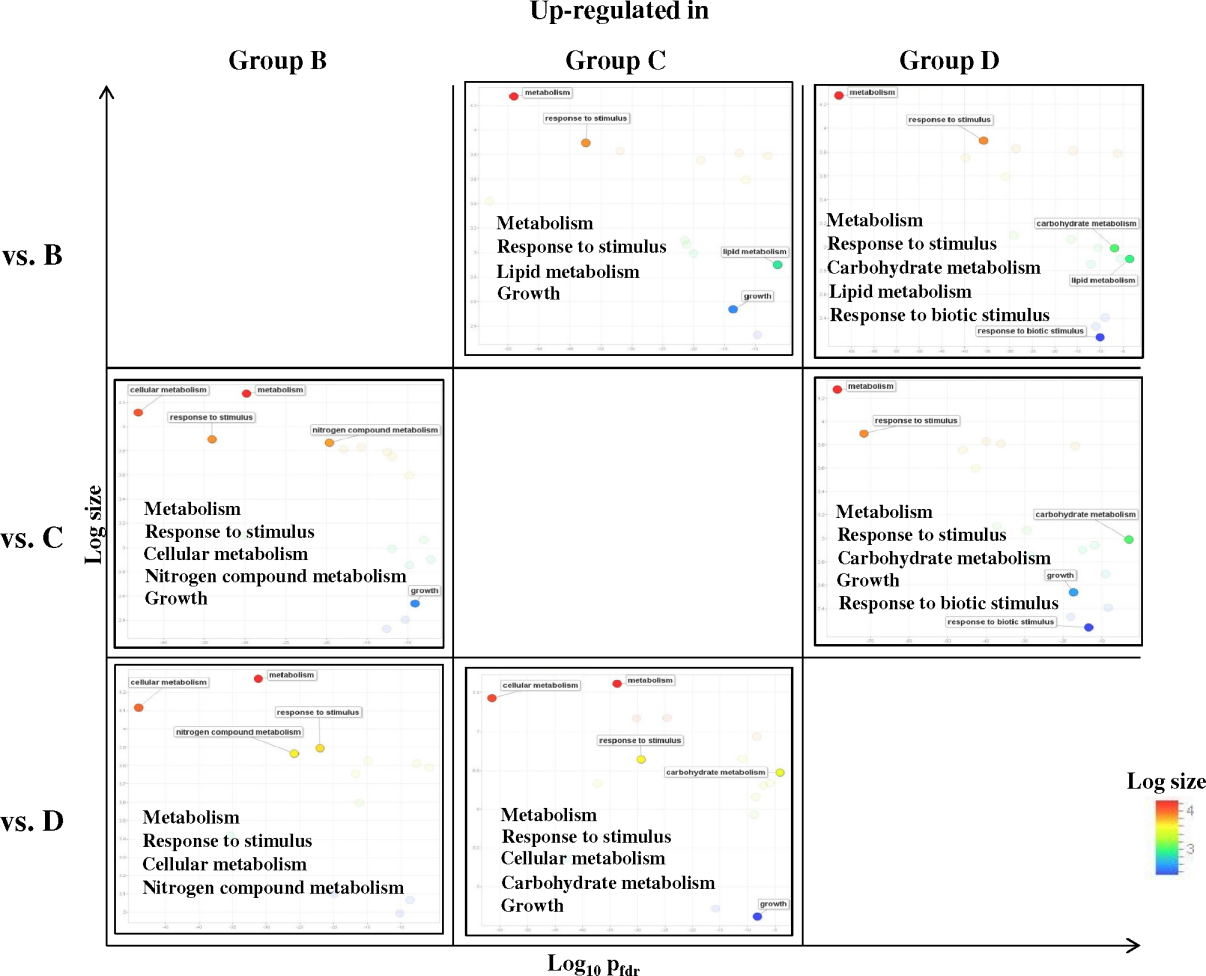
Gene ontology enrichment of significantly up-regulated transcripts between the commercial groups (B-D). Significantly up-regulated transcripts of were analyzed by singular enrichment analysis (agriGO). Results of individual comparisons were presented in a three by three plot. Out of the many ‘Biological Processes’ found to be significantly enriched, those related to metabolism and growth were highlighted and compared upon.

Microarray results were validated by qPCR. 

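The 15 probes of S7 Table give 90 pairs of microarray and qPCR fold-changes over the 6 comparisons. Array fold-changes computed here with the groups as labelled had the direction of the qPCR in 64 of the 90 (71.1%), and the array values printed in S7 Table had it in 80 (88.9%). Against Group A the direction was shared by 15 of 15 probes in Group B, 13 in C and 15 in D. Between pellet-fed groups it was shared by 10 of 15 for B and C, 6 for B and D and 5 for C and D. The qPCR sizes ran from 1 to 1.2, and 43 of 90 were printed as 1. A direction was read from the sign of these too, and between C and D 13 of 15 were printed as 1. Where the array change was at least 2-fold, 30 of 36 pairs had the same direction. Against Group A these were 8 of 8 in B, 7 of 7 in C and 12 of 12 in D. Between pellet-fed groups they were only 2 of 4 for B and D and 1 of 5 for C and D. Opposite pairs reached 3.81-fold on the array, in the comparison of C and D. With the arrays labelled E and F in place of C and D, 77 pairs shared the direction.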

Out of the 60 fold-change differences, 50 (83%) displayed similar expression regulation and only 10 of the fold-changes showed an opposite regulation pattern. However, if observed closely, none of those non-coordinated transcripts had expression fold-change larger than (1.1) or smaller than (-1.1) (**S7 Table**).

## Discussion

### 4.1 Trade-off for growth over fillet quality was observed in pellet-fed Asian seabass

We have analysed the growth performance and fillet quality of Asian seabass fed with three different pelleted feeds by comparing against control (Group A) that was fed with frozen baitfish to mimic conditions in the wild. It has been shown for other food fish species that the fatty acids composition of the fillets correlates positively and is influenced by dietary fats [50–52]. However, most (if not all) of the previous publications were based on specific alterations of the fatty profile by introducing or substituting single [50,53] or multiple [51,52] ingredients of the feed. In this study, by comparing different commercially available feeds without any additional modification, we obtained similar findings made earlier by others for Asian seabass [9,53].

Comparative analysis of the fatty acid profile of fillets clearly showed that pelleted feeds increased the n6/n3 fatty acid ratio of the flesh, in comparison to control (Group A; **Table 4**) and the extent of these changes were different among the groups. Juvenile Asian seabass fed Feed C showed the best growth performance with the highest SGR, FCE and K factor values. On the other hand, the fatty acid composition in the fillet of these fish had the lowest percentage of EPA, DHA and the highest percentage of LA and OA. This led us to suggest that a large proportion of vegetable oil (instead of fish oil) could have been used for the production of Feed C. The large amount of LA found in these fillets seems to support earlier findings that partial replacement of fish oil by vegetable oil would not affect the growth and FCR of juvenile Asian seabass [54]. However, the large quantity of LA and reduced quantity of EPA and DHA had increased the n6/n3 ratio of Group C (> 1), compared to the range of 0.5 observed in the other two groups fed pelleted feeds (B and D). (A note of caution: these feeds may contain an unknown proportion of micronutrients, prebiotics and/or additives. Although they are typically absorbed through the intestine, since metabolism is not always clear, these materials–or their metabolites–might exert their effects on the processes described above.)

In the new millennia, the ratio of n6/n3 PUFA in the typical North-American diet is approximately 10:1 [55] and the major negative health implications associated with having a diet high in dietary n6-PUFA are well documented [56]. n6 fatty acids tend to promote the development of atherosclerosis and metabolic syndrome [57,58], whereas n3 fatty acids have the opposite effect [59], plus the latter were also found to show anti-allergic effects in the gut [60]. In order to compensate for the lack of n3-PUFA in their diet, many consumers increased their seafood consumption as it is supposedly rich in these compounds [61–63]. However, the fatty acid profiles of farmed marine/diadromous fishes are under heavy influence of their dietary intake. As demonstrated by this experiment, if fish farmers were to use a feed with characteristics similar to Feed C to rear Asian seabass, they would indeed produce fish with high growth rate and excellent FCE, but the fatty acid profile of the meat would not be nearly as advantageous to human consumers as that of the wild-caught seabass.

The above observations highlight the importance of considering not only the quantity, but also the quality of the seafood products generated by aquaculture. In our opinion, feeds that allow for moderately increased growth rates with lesser decrease in the quality of fatty acid profiles (e.g. Feed D in our study) should be considered over those that promote even higher growth on the expense of decreased fillet quality (e.g. Feed C).

### 4.2 Identification of potential bio-indicators that could be used to differentiate wild-caught Asian seabass from farmed ones

According to our knowledge, our study is the first to investigate the effect different commercially available pelleted diets on hepatic transcriptome of Asian seabass. Among the DETs detected, the expression level of *fads6*, LOC102313855, LOC102081928 and a novel transcript (unknown_3) seem to have the potential to differentiate wild-caught Asian seabass from farmed ones (**S5B Fig**). Interestingly, both LOC102081928, which is orthologous to human *BTN2A1*, and *fads6* are involved with lipid and fatty acid metabolism [64,65]. Moreover, the former is the ortholog to human *VSIG1*, whose reduced expression may play a role in gastric carcinogenesis [66]. However, additional studies are needed to validate and determine the suitable expression threshold before they can be used for such purpose.

Similarly to the above four genes, *fads2*, *elovl5* and five other additional DEGs found in ‘Biosynthesis of unsaturated fatty acid’ and ‘Steroid biosynthesis’ pathways also seemed to be suitable biomarkers. In Asian seabass, the Δ6 fatty acyl desaturase (Δ6Fad) enzyme has a dual Δ6/Δ8 activity that is capable of utilizing both LA (C18:2n6c) or ALA (C18:3n3) fatty acids as substrates with similar efficiency [10]. However, when expressed in yeast, it was found that the transgenic Δ6Fad enzyme had a preference for n3 over n6 fatty acid-type substrates [67]. Despite the contradiction, both studies confirmed that Asian seabass have the capability to biosynthesize C20:4n3 and C20:3n6 fatty acids from their C18-PUFA derivatives. 

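All 12 pellet arrays of Groups B, C and D were above all 4 control arrays for fads2 and elovl5. For fads2 the highest control was 7.82 log2 and the lowest pellet array 8.52, and for elovl5 the highest control was 6.54 and the lowest pellet array 6.61. With the arrays labelled E and F in place of C and D, all 4 arrays of each were above all controls for fads2, and for elovl5 all 4 labelled E but only 1 of 4 labelled F was. Adjusted over the list alone, with the labels as given, that is over 15 probes and 3 comparisons, limma gave p of 0.0114, 0.00377 and 0.000613 for fads2 in Groups B, C and D, and 0.00125, 0.000803 and 0.00183 for elovl5. The study chose 13 of the 15 genes on these samples, so the list and its adjustment are not independent evidence, and added fads2 and elovl5 because they respond to dietary fatty acids. Over all probes, both genes were DETs in Group D only. There, leaving out 1 array at a time gave adjusted p as high as 0.0635 for fads2 and 0.135 for elovl5. The adjusted p stayed below 0.05 in 5 of 8 such fits for fads2 and in 1 of 8 for elovl5.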

In our studies, significantly higher expression of *fads2* and *elovl5* that are involved in ‘Biosynthesis of unsaturated fatty acid’ pathway were observed when commercial groups (B-D) were compared against control (Group A). Most of the fillets’ fatty acids, with the exception of GLA, correlated positively with their respective feeds. This showed that the majority of fatty acids found in the fillets are most likely accumulated rather than biosynthesized. Taken together, GLA seemed to be actively produced as a product from LA by Δ6Fad or/and used as a substrate by the Elovl5 to form C20:3n6. Whether Asian seabass is capable of biosynthesizing EPA, DHA and ARA from C20:4n3 and C20:3n6 remains to be determined as attempts to clone and describe the fatty acid desaturase 1 (*fads1*) gene encoding the Δ5Fad enzyme from Asian seabass were unsuccessful [8,9]. Our results provide additional confirmation to earlier reports [10,68,69] that ARA, EPA and DHA are fatty acids that are essential for Asian seabass, similarly to other marine teleosts.

### 4.3 The potential effect of different nutrient content and fatty acid composition of feeds could be visualized through transcriptomic analysis

Although there are several feeds available for Asian seabass on the market, there has not been an integrative approach to assess their beneficial or adversary effects on the growth of fish and the nutritional value of their fillet. In this study, the proximate nutrient composition and the fatty acid profile among the commercial feeds (B-D) were found to vary considerably from one another (**Tables 1 and 2**). 

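Leaving out 1 array at a time changed the number of DETs between pellet-fed groups in limma. It ran from 0 to 7 for Groups B and C, from 4 to 16 for B and D, and from 0 to 22 for C and D. A fit of the 8 arrays of the compared groups alone gave 0, 2 and 1. The highest number between C and D came without replicate 1 of Group D, an array on the dimmer slide.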

When the hepatic expressions of different groups (B-D) were analyzed, no DETs could be found between them. However, when focused on the SETs, complex expression patterns were observed where none of the transcripts was exclusively expressed in a particular group (**Fig 8B**). 

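Whether a transcript was present in a group was read from the number of its arrays well above background. Of the SETs common to the 3 comparisons, 17 were well above background on at least 1 array of each pellet-fed group and 4 on none. Of the others, 1 passed in Group C alone, 1 in Group D alone and 0 in Group B alone. On all 4 arrays, 13 passed in Group B, 14 in C and 17 in D.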

Genes like *apolipoprotein A-I* (*apoa1*) and *coagulation factor X* (*f10*) in cluster ‘$’ were found to have higher expression in Group C, lower expression in Group B and mixed expression in individuals within Group D. Being the major component of high density lipoprotein (HDL), Apoa1 promotes the transport of cholesterol and phospholipids in humans [70,71]. On the other hand, vitamin-K dependent clotting factor X in healthy young humans is known to be correlated with levels of total cholesterol and low density lipoprotein [72]. Therefore, as shown in this study, the changes in cholesterol metabolic activity among the different groups could be elucidated by transcriptomic analysis. Presumably, they were caused by the different dietary intakes, but one needs to remember that in addition to the quantified macronutrients and fatty acids content, additional nutrients such as prebiotics and/or additives might have also contributed to the observed effects. In addition to ‘Metabolism’ related transcripts that were found to be significantly enriched across all the pellet-fed groups (B-D) (**Fig 9**), transcripts involved in ‘Growth’ are particularly interesting. Significant enrichment of ‘Growth’ related transcripts were found only when Group C was compared against either, Group B or D and no enrichment was found between Group B and D. This trend was seemingly reflected upon the growth profile of the pellet-fed groups. The largest growth differences recorded were between Group C against either, Group B or D, whereas between Group B and Group D, least growth differences were observed. Having found these ‘Metabolism’ related transcripts being significantly expressed and enriched among the commercially fed groups; these highlight the potential impact of having inconsistency among feed manufacturers to produce different types of feeds for a single species.

### 4.4 Histological changes observed in the gastrointestinal tract and hepatic tissues indicated potential negative health effects in fish consuming pelleted feeds

A detailed histological analysis performed on the mid-gut had identified several changes caused by different dietary intake in our Asian seabass (**Fig 5**). Preliminary observation led us to suspect that the differences in histological parameters could be linked to the BW of the fish as the profile for ECS, MH and MLT (**Fig 5A–5C**) seems to be similar to the percentage of BW gain at 168 dph (**Fig 2**). However, upon further investigation, MH showed moderately positive correlation, whereas ECS and MLT had only low positive correlation to BW (**S3 Fig**). These findings suggest that the size of the fish did indeed alter the morphology of the intestine, but only to a limited extent and the differences in feed intake could have play a role in the changes observed. Unlike the rest of the histological parameters, GCN showed negligible correlation to BW and significant decrease in mid-gut sections derived from pellet-fed fish *vs*. the controls were observed (**Fig 5D and S6 Table**). Goblet cells are among the most numerous cells of the gut epithelia, they are the main source of mucin secretion that protects the inner surface of the intestine from pathogens and lubricates the gut content to ease its passing [73]. It has been shown in other teleosts that a variety of dietary factors may attribute to the change in GCN [74,75]. In Atlantic salmon, clear signs of intestinal inflammation, obvious widening of lamina propria and reduced enterocyte vacuolization were observed when soybean meal-based diet—instead of fish meal based one—was fed to the fish [76]. Given the known association of enteric infections with reduced levels of goblet cell response and mucin production [77,78], we speculate that the usage of some commercial feeds might negatively affect the host defence system of the gut. Although no significant difference in mortality was observed among the groups during the trial, it should be noted that keeping conditions in this trial were much more adequate for Asian seabass than those typically maintained at most farms.

Histological analysis of the liver was also performed to detect any potential changes due to different dietary intake. Previous studies on other food fish species showed that dietary intrusion of vegetable oil resulted in swelling of hepatocytes filled with lipid droplets [79,80]. In our study, significantly enlarged hepatocytes filled with lipids droplets were observed in two groups fed with commercial feeds (B&D), but not in Group C. These observations were expected for Groups B and D, as the intrusion of plant-based meal or oil would certainly be present during the production of these commercially compounded feeds. On the other hand, the lack of such phenotypic changes in Group C is surprising, since Feed C had the highest LA and second highest ALA content among the five commercial feeds tested (**Table 2**). A possible explanation for this phenomenon is that during the production of Feed C, anti-inflammatory ingredients, like phosphorus, could have possibly been included, since an independent study found that with the addition of phosphorus in the feed, alterations made to hepatocytes could be improved [81]. Interestingly, these findings tally closely with our liver transcriptomic analysis where only seven DETs were found between Group C and control (Group A), whereas 27 and 127 DETs were found between Group B and Group D against control, respectively (**S4 and S5A Figs**). 

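Leaving out 1 array at a time gave between 21 and 93 DETs for Group C against A, between 86 and 305 for Group B and between 705 and 1144 for Group D, with n = 4 in the full groups and limma as the test. In each fit without 1 control array, Group C had the fewest DETs and Group D the most. From sections of the liver, the paper states that hepatocytes were enlarged in Groups B and D and not in C, and it sets beside this the numbers of DETs against Group A, stating that both tally. That step ranks the groups by how many transcripts pass the adjusted p and the 2-fold limit. With slide in the fit the ranking held, at 42, 310 and 1314 DETs for C, B and D, while a test with unequal variances gave C more DETs than B, at 4 and 2. Under the exchange of the labels E and F for C and D with slide in the fit, it was 6, 29 and 15.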

The severe enlargement of hepatocyte diameter observed within Groups B and D could be an early sign of ‘fatty liver disease’, which is linked to serious implications, such as growth retardation, illness or even death [82], providing a potential explanation for the reduced growth observed when compared to Group C.

## Conclusions

In summary, our study is the first to compare the suitability of three different commercially available pelleted grow-out feeds for juvenile Asian seabass by multiple approaches. Without prior knowledge regarding the ingredient composition of the feeds, the resulting effect of consuming different commercial feeds are significantly reflected in the growth parameters, nutritional value, gut morphology and transcriptomic profile analysed. The effects of the feed compositions used by different manufacturers onto the fish could be further understood by studying the global genes expression profile in greater detail. The expression level of *fads6* and other genes was found to be potentially suitable as a bio-indicator to identify wild-caught Asian seabass from farmed ones. Goblet cell numbers in the mid-gut section of pellet-fed fish were lower than those of controls, indicating potentially negative effects on fish health. By considering the overall effects observed, we would recommend to farmers favouring feeds for the culture of Asian seabass that help to maintain the quality, not just increasing the quantity of the end product (i.e. the fillet).

## Supporting Information

S1 Fig Recording of quantifiable traits and tag number from individual fish based on photographs. (A) The picture of an individual at the beginning at 107dph (weight: 45g). (B) The same fish at the end of experiment at 168 dph (weight: 134g).
(TIF) Click here for additional data file.

S2 Fig Quantification of goblet cell count using different staining methods produced similar results. Midgut sections stained with H/E, goblet cells are large clear vacuoles (A and C); Midgut section stained with PAS staining, goblet cells are stained pink (C); Midgut section stained with Alcian blue staining, goblet cells are stained blue (D). Panel (A-D); 40x magnification, scale bar = 100μm.
(TIF) Click here for additional data file.

S3 Fig Negligible correlation was found between the various histological parameters and body weight (BW). Analysis of potential correlation between different histological parameters of all the samples (36 individuals) and their respective body weight (BW) at 168 dph. Panel A: External circumference of serosa (ECS);, Panel B: Mucosal height (MH); Panel C: Muscularis layer thickness (MLT); and Panel D: Goblet cell number (GCN). Additional abbreviations: R^2^ = coefficient of determination, r = correlation coefficient.
(TIF) Click here for additional data file.

S4 Fig Comparative analysis of microarray-based liver transcriptomic profile of baitfish-fed (Group A) and pellet-fed (Groups B, C and D) Asian seabass. Differentially expressed transcripts (DETs) are defined as P_fdr_ < 0.05 with fold-change cutoff: 2. Significantly expressed transcripts (SETs) are defined as P < 0.05 with no fold-change cutoff. Numerical values represent the amount of DETs or SETs observed when compared between the different groups. Green arrows: up-regulation; red arrows: down-regulation.
(TIF) Click here for additional data file.

S5 Fig Heat map plot of differentially expressed transcripts (DETs) among all the four groups. (A) Thirty-nine DETs were identified through ANOVA analysis. At the level of transcriptome, Group C showed the highest level of similarity to controls (Group A). (B) Four DETs showed the potential to differentiate wild-caught Asian seabass from farmed ones. DETs were defined as P_fdr_ < 0.05 with fold-change cutoff: 2.
(TIF) Click here for additional data file.

S1 Table Nutritional information provided on the packaging labels of the feeds. (XLSX) Click here for additional data file.

S2 Table Fatty acids selected from feeds and fillets for correlation study. (XLSX) Click here for additional data file.

S3 Table Correlation heat map between fatty acids of feeds (A-D) and fillets (A-D). Two clusters of fatty acids were identified that correlated positively within their own cluster, but negatively with fatty acids from the other cluster in both feeds and fillets. Values are represented as Pearson’s correlation efficiency. Green boxes indicate positive correlations, whereas red boxes show negative correlations.
(XLSX) Click here for additional data file.

S4 Table Primer pair sequences, amplicon size of target genes and reference genes used for quantitative real time PCR validation of liver microarray results. (XLSX) Click here for additional data file.

S5 Table Morphometric parameters of the gastrointestinal tract of Asian seabass after consuming frozen fish (A, control) or commercial grow-out feeds (B-D) for 61 days. Results are means ± SEM (n = 9). Morphometric parameters that are significantly different between different feed types as determined by one-way ANOVAs (*—P_adj_ < 0.05). Dunnett’s multiple comparisons test was used to compare between the mean of each group with the mean of the control (group A). Significantly different means are indicated with superscripts (^a^—P_adj_ < 0.05). All values are in μm, except for goblet cell numbers.
(XLSX) Click here for additional data file.

S6 Table Gene Set Enrichment Analysis (GSEA) of KEGG metabolic pathway, using Danio rerio as reference model. Coloured arrows indicated significantly enriched pathways (p <0.05). Direction of arrows indicated up regulated or down regulated.
(XLSX) Click here for additional data file.

S7 Table Microarray validation with real-time qPCR. Values are expression fold-change. Genes that are significantly expressed are noted with (*—P_fdr_ < 0.05).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

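Liver RNA was measured on 24 one-colour Agilent arrays, 4 for each of Groups A to F, on 3 slides. The authors scanned each array and extracted it with the scanner's software, which gives for each spot a background-subtracted intensity, the median intensity of the spot and of its background, and flags of other kinds for saturation, for outliers and for a signal well above background. The deposited table of processed values holds log2 values that the authors normalized, and it covers all 24 arrays. The flags are yes or no values with no unit. No values of growth, fillet composition or histology are analysed here, and the enrichment of GO terms and KEGG pathways was not repeated.

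Group, replicate number and slide were taken from the sample labels and the scanner output, and 0 columns of the processed table were left unmatched. Each array holds 60080 probes besides controls, and 1500 further spots repeat some of them. The depth of an array was read as the share of spots well above background. Its median was 23.4% in Group A, 26.2% in B, 25.7% in C, 28.1% in D, 28.4% in E and 28.7% in F. A probe counts as well above background on an array when more than 50% of its spots are. A probe that is dim on all 4 arrays of a group has no usable level there, and its fold-change is given only as a lower limit on the scale of the quantile-normalized intensities, against the lowest signal well above background on each array. Probes carry no gene symbols, and the reference gene table holds none of their design numbers. Symbols were therefore used only for the 15 probes that S4 and S7 Tables pair with a symbol. For other probes, the 2 shared DETs that rose most and the 2 that fell most by fitted change are given by design number. The named transcripts of the study with no paired probe were not analysed here.

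In the main analysis the background-subtracted intensities of the 16 arrays of Groups A to D were quantile-normalized and log2-transformed, with control spots and spots marked as outliers left out and repeat spots averaged. No probe was left out for low signal, and 21 probes had a missing value on some array. Feed group was the only factor. Linear models with moderated variances (limma 3.58.1, R 4.3.3) gave each comparison, with the Benjamini-Hochberg adjustment over all probes of 1 comparison, and the prior had 1.14 degrees of freedom. DETs have an adjusted p below 0.05 and at least a 2-fold change, and SETs an unadjusted p below 0.05, as in the methods. The test across Groups A to D is the F-test of the same fit. Groups E and F, which the study left out, were compared with Group A in a fit of all 24 arrays. With 4 arrays per group, the smallest p of an exact permutation test over the splits of 8 arrays is 0.0286, and no distance can have a smaller one. Tables were read with data.table 1.17.8, and with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

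Alternatives set before the data were examined were scaling to the 75th percentile of the probes well above background on every array, background correction by normexp with an offset of 50, the deposited processed values, outlier spots kept, normalization and fitting over 24 arrays, a filter of dim probes, slide or replicate number as a block, variances that are not moderated with and without slide, separate fits of the compared groups, the methods' t-test with equal and with unequal variances, a 2-fold limit added to the F-test or removed from the DETs, and leaving out 1 array at a time. Normexp was applied to the median signal because the scanner output holds no mean signal. Alternatives chosen after seeing the data were scaling to the 75th percentile over all probes, and the arrays labelled E and F in place of C and D, alone, with slide as a block or with the methods' t-test. The closing section gives their effect.

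The fit was tested on simulated data for the comparison of D and A. Of 60059 probes, 200 were given a known change well above 2-fold, and normal noise was drawn independently for each probe and array. The share called below thus does not hold for changes near 2-fold. The fit called 134 of them (67%) and 7 unchanged probes, with 0 calls in the wrong direction, and the median error of the log2 fold-change was 0.20. A pair of groups without change gave 0 DETs and 3055 SETs (5.09% of probes). Independent noise leaves out what real arrays have in common, so these are not the numbers of real arrays without change. The sharing of DETs through common control arrays was tested on 50 simulations of groups without change, and on the real arrays with 2 control arrays for 1 of the compared groups and the other 2 for the other. No pair of arrays held identical values.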

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

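The tests of slide, of the number of groups tested, of separate control arrays and of the rearranged Groups A and F below were chosen only after the values were seen, while Groups E and F against A were compared because the study left them out.

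Among 76 sets of 4 arrays, 9 had 1 array apart from the other 3 by Dixon's ratio, where chance alone marks about 1 in 20, that is 3.8. The log2 signals are 5.45 for acp5a in Group A replicate 3, 7.12 for pip4k2aa in Group B replicate 2, 7.69 for pip4k2aa in Group D replicate 2, 9.75 for elovl1b in Group D replicate 2, 9.27 for fads2 in Group B replicate 3, 10.45 for fads2 in Group C replicate 2, 5.77 for tnfsf14 in Group C replicate 3, 11.97 for ssr1 in Group D replicate 4, and 5.54 for tm7sf2 in Group C replicate 1. In 6 of the 9 sets the array apart lay on slide 2. Over all probes, 18.1% of the sets had an array apart, and of 10000 random lists of 19 probes 91.7% had as many arrays apart. The number is therefore no greater than that of other probes. After slide effects were removed, 5 sets had an array apart, 1 of them among the 9, and this does not tell whether slide differences are the cause. None of these arrays was left out.

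In Group F replicate 1 the 75th percentile of the processed signal was 30.5, apart from the other 3 arrays of its group. The 7 other arrays of slide 1 ran from 22.2 to 32.9, so slide differences are a possible explanation of 30.5.

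Against Group A, the arrays labelled E gave 16 DETs (14 higher) and those labelled F gave 19 (12 higher) in limma. Of the DETs of E 15, and of those of F 17, were DETs of B, C or D in the same direction. Some probes are in both counts. To test whether shared control arrays give this, B, C and D were compared with 2 of the controls and E and F with the other 2. Over the 6 choices, at least 7 and at most 41 DETs of E or of F were DETs of B, C or D in the same direction, and at most 3 in the opposite one, where control arrays alone would give both directions alike. What else the pellet-fed groups have in common, diet or handling, was not tested. For E, 2 of the 35 splits of the 8 arrays gave as many DETs, the real one included, and for F 3 did, so chance is not excluded for either count. The largest count of another split was 1585, from replicates 1 and 2 of A and F against replicates 3 and 4. With slide in the fit that split still gave 945 DETs, where the real groups gave 24, so slide alone does not account for it and its cause was not found. That split also follows the order of the arrays over the slides and their rows, and position was not tested.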

How the results depend on the processing

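The splits, the simulations and the leaving out of single arrays were set before the results were seen, and the settings with E and F in place of C and D and with the 75th percentile over all probes, and the test with separate control arrays, were chosen only after. Of 460 values recomputed for the counts and distances under settings fixed before the data were examined, 135 counts moved by more than 1.5 times and 9 distances crossed p 0.05 (7 to below it, 2 to above it). A reversal could only be a distance that changed sign, and 0 did. The order of the groups is not part of this tally, and it changed under some settings given below. The other 316 are counts within 1.5 times and distances on the same side of p 0.05, whatever their size. All distances over the settings fixed beforehand, the 9 included, ranged from 0.0129 to 0.250 for B and from 0.00414 to 0.173 for C. Those for D ranged from 0.0595 to 0.530. For the genes by name, 922 of 1026 fold-changes stayed on the same side of an adjusted p of 0.05, while in 95 the p rose above it and in 9 it fell below. Where a result moved, the cause was not tested.

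Scaling to the 75th percentile moved the DETs of B and C against A to 142 and 31, those of C against D to 1, the SETs shared by the 3 pellet comparisons to 15, the DETs shared by B, C and D to 19 and those of E against A to 3. The 75th percentile over all probes gave 36 and 18 DETs for B and C against A, 5 for B against D, 0 for C against D, 13 shared SETs, 1491 SETs unique to B against D, 10 shared DETs and 5 DETs for E against A. The group nearest to A became B, at a distance of 0.0129 against 0.0476 for C with the 75th percentile and 0.0217 against 0.0653 over all probes. The median log2 fold-change of all probes, which was near 0 in the main analysis, became -0.08, -0.32 and -0.31 in B, C and D with the 75th percentile and -0.16, -0.34 and -0.47 with the 75th percentile over all probes. The share of DETs higher than in A, which was 76.4%, 75.4% and 74.7%, became 78.9%, 54.8% and 77.7% with the 75th percentile and 63.9%, 44.4% and 68.1% with the 75th percentile over all probes.

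Normexp gave 127, 32 and 652 DETs for B, C and D against A, 4 for B against D, 7 for C against D, 23 shared DETs, 1307 and 1520 SETs unique to B against C and B against D, a distance of 0.0281 for Group B, smaller than the 0.0723 of the main analysis but with p 0.0286 against 0.0571, and 2 DETs for E against A. The series matrix, that is the deposited processed values, gave 131, 40 and 712 DETs against A, 4 for B against D, 26 shared DETs, 1134 SETs unique to B against C, distances of 0.0325 for B and 0.0210 for C, again smaller and with p 0.0286 for both (0.0571 and 0.114 in the main analysis), and 1 DET for E against A. The share of higher DETs was 62.2%, 59.4% and 67.2% with normexp and 67.2%, 60.0% and 69.5% with the series matrix.

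Normalizing and fitting 24 arrays gave 144 DETs for B against A, 1 for B against C, 5 for B against D, 8 for C against D, 11 shared SETs and 34 shared DETs. The dim filter gave 505 and 187 DETs for B and C against A, 2 for C against D, 454, 970 and 1168 SETs, 11 of them shared and 238, 396 and 609 unique, 865 transcripts differing among Groups A to D, 146 shared DETs, distances of 0.250 for B and 0.173 for C (p 0.0286 for both), and 109 and 30 DETs for E and F against A.

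A slide block gave 42 DETs for C against A, 12 for C against D, 45 shared SETs and a distance of 0.213 for Group D with p 0.0857, larger than the 0.182 of the main analysis with p 0.0286. The order of the DETs against A stayed D, B, C, at 1314, 310 and 42, and slide differences are thus unlikely to account for it.

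A replicate block gave 107 DETs for C against A and 2404 SETs for B against C. It gave 3209 SETs for B against D and 3131 for C against D, above the 3004 that calibrated tests would pass. It also gave 58 shared SETs, 1028 SETs unique to B against C, a distance of 0.215 for Group D with p 0.156, and 39 DETs for F against A. The correlation between arrays of the same replicate number had a median of 0.179 where both lay on 1 slide and of -0.0747 where they did not, while arrays of different number on 1 slide had a median of 0.0214. Same-numbered arrays on 1 slide thus go together, with 19 of 20 pairs above 0.1 against 2 of 12 for different numbers. On slides 1 and 2, arrays of Groups A to D with the same number lay in the same row, and those with different numbers in different rows. Number cannot be told from position there, and what these arrays have in common beyond the slide was not tested. The 4 pairs across slides were all below 0, so the number does not pair all samples and is taken as a number only in the main fit. Each same-numbered pair of A and B, and of C and D, lay on 1 slide.

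Unmoderated variances gave 145 and 23 DETs for B and C against A, 5 for B against D, 1 for C against D, 19 shared DETs and 9 DETs for E against A, and unmoderated with slide gave 126, 19, 5, 0 and 18 for the first 5 of these and 359 transcripts differing among the groups. Fits of 2 groups at a time gave 19, 7 and 609 DETs against A, 2 for B against D, 1 for C against D, 2 shared and 6 for F against A.

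The methods' t-test gave 8, 5 and 270 DETs against A, 2 for B against D, 1 for C against D, 996 SETs for B against C and 1 shared DET. Unequal variances gave 2, 4 and 44 DETs against A, 0 for B against D and for C against D, 659 and 1194 SETs for B against C and B against D, 13 shared SETs, 398 SETs unique to B against C and 1 shared DET, and of the tests run with the labels as given it alone left fewer DETs in B than in C.

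With E and F in place of C and D there were 21, 5 and 16 DETs against A, 0 for B against D and for C against D, 7 shared SETs, 8 transcripts differing among the groups, 5 shared DETs, and distances of 0.0728 for B with p 0.0286 and 0.00479 for D with p 0.371. With slide block added these were 29, 6 and 15 DETs against A, 0 for B against D and for C against D, 1081 SETs unique to B against C, 7 transcripts differing, 5 shared DETs and a distance of 0.0538 for D with p 0.229. With the methods' t-test the exchange gave 7, 0 and 4 DETs against A, 0 for B against D and for C against D, 1508 SETs for C against D, 13 shared SETs and 0 shared DETs.

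Leaving out 1 array at a time gave 86 to 305 DETs for B against A, 21 to 93 for C, 705 to 1144 for D, 3 to 206 for E and 14 to 51 for F, 0 to 7 for B against C, 4 to 16 for B against D and 0 to 22 for C against D. Shared DETs ran from 15 to 87, shared SETs from 13 to 39 and transcripts differing among the groups from 316 to 580. The distance from A ran from 0.0360 to 0.114 for B, from 0.00414 to 0.0614 for C and from 0.150 to 0.211 for D. The counts were lowest without replicate 1 of B for B, replicates 3 or 4 of C for C, replicate 2 of D for D and for the transcripts differing, replicate 4 of E for E, replicate 3 of C for the shared DETs and for C against D, replicate 2 of D for B against D, and replicate 2 of B for the shared SETs, and highest without replicate 2 of E for E, replicate 4 of A for F, replicate 1 of D for B against D and C against D, replicate 3 of B for B against C and replicate 1 of A for the shared DETs. SETs ran from 1392 to 2196, 1870 to 2547 and 2066 to 2380.

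Of the 35 splits of the 8 arrays, 1 gave as many DETs as the real one for each of B, C and D against A, namely the real one, so a chance division of the arrays is unlikely there; another split gave at most 10, 8 and 8, and for B against A the 10 came from the split that follows slide. SETs as many as the real ones came from 27 splits for B against C, 14 for B against D and 8 for C against D. For the shared SETs 6 of 100 drawn splits gave as many, so chance is not excluded for any of these counts. The splits take no account of same-numbered arrays on 1 slide going together, so they do not decide this for a fit with the replicate block. That fit gave 3209 SETs for B against D and 3131 for C against D. For C against D the split of slide 2 against the rest gave 4171, and with slide in the fit the real one gave 3014. For the F-test and for the shared DETs, 1 of 100 drawn splits, the real one, reached the count. The distance from A was reached by 2 splits for B, 4 for C and 1, the real one, for D. In the main analysis a chance division is thus less likely for D than for B or C. This test cannot exclude chance for D, since its smallest p is 0.0286 and the distances were tested without adjustment for their number. The order of these p did not hold throughout. With the slide block p was 0.0857 for D, and with the series matrix and the dim filter p was 0.0286, the smallest possible, for B and C too. Simulated groups without change that share the control arrays had at most 0 shared DETs, but also at most 2 DETs in all, so this does not tell how shared control arrays add to real changes. The correlations of the log2 fold-changes, 0.677 for B and C, 0.716 for B and D and 0.729 for C and D, lie within the simulated range (at most 0.790, 0.825 and 0.790), so agreement over all probes is no more than shared control arrays give. With no control array in common, each pair of B, C and D still had at least 8 DETs in the same direction for every choice of the controls and at most 1 in opposite directions, so shared control arrays are unlikely to be the whole source of the shared DETs.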

Differences from the paper's values

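The comparisons with E and F in place of C and D and with the 75th percentile over all probes were chosen only after the values of the paper and those here were seen side by side.

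The paper gives 27 DETs for B against A and 254 were found here, 7 for C and 69 here, and 127 for D and 1154 here. Of the alternatives set before the data were examined, separate fits of 2 groups came within 1.5 times of the paper for B (19) and C (7), and the methods' t-test for C (5); none did for D, where the methods' t-test gave 270 and unequal variances 44, and all others differed. Chosen after seeing the values, the 75th percentile over all probes gave 36 for B, and E and F in place of C and D gave 21 for B and 5 for C, or 29 and 6 with slide in the fit. The three-way ANOVA of the methods has factors that are not named, and its fit could not be repeated.

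Between the pellet-fed groups the paper finds 0 DETs, against 8 for B and D and 4 for C and D here. Unequal variances gave 0 for both, and variances that are not moderated with slide in the fit gave 0 for C and D; leaving out replicate 3 of C also gave 0 for C and D, and all other alternatives set beforehand differed. After the values were seen, E and F in place of C and D gave 0 for both, with and without slide and with the methods' t-test, and the 75th percentile over all probes gave 0 for C and D. For B and C both counts are 0.

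Among Groups A to D the paper has 39 transcripts where the F-test here gave 558, and no alternative came within 1.5 times. Set beforehand, the lowest was 359 with all arrays kept and 316 with 1 array left out, and E and F in place of C and D, chosen after seeing the values, gave 8, or 7 with slide in the fit.

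The paper has 1411 SETs unique to B against C (650 here), 1438 to B against D (838 here) and 1662 to C against D (1026 here). Normexp, the deposited processed values and the replicate block do not differ from the paper in any of the 3. The slide block, separate fits of 2 groups and the 75th percentile differ only for B against C. Fitting 24 arrays, variances not moderated with slide in the fit, the methods' t-test and unequal variances do not differ for C against D alone. Outlier spots kept, the dim filter and variances not moderated differ for all 3. Leaving out 1 array gave at most 780, 1022 and 1228, of which the first differs. Of the settings chosen after seeing the values, E and F in place of C and D with slide in the fit gave 1081, 1129 and 1449, none of which differs; without slide, or with the methods' t-test, the exchange differs except for B against D (1203 and 1097), and the 75th percentile over all probes does so only for B against C. Shared SETs, 36 in the paper and 27 in the main fit, do not differ by this measure. Set beforehand, the methods' t-test (19), unequal variances (13), the 75th percentile (15) and the deposited processed values (20) differ. So do 24 arrays (11), the dim filter (11) and the replicate block (58), while the others with all arrays kept do not. Chosen after seeing the values, E and F in place of C and D (7) differ too. The exchange also differs with slide in the fit (20) and with the methods' t-test (13), as does the 75th percentile over all probes (13). The share of qPCR directions is 83% of 60 fold-changes in the paper and 71.1% of 90 here, and since the 60 are not named the shares have different bases.

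Of the 15 log2 fold-changes of S7 Table, 0 differ for B against A, 4 for C and 10 for D in the main fit. For C against A the paper's and the present values are -0.59 and 0.23 for aldh1l1, 0.26 and 0.61 for elovl1b, 0.38 and 1.11 for shmt2, and 1.58 and 1.26 for lbp. For D against A they are 1.20 and 2.70 for acp5a, 0.38 and 1.10 for pip4k2aa, 0.49 and 1.17 for gnpda1, -0.26 and -1.70 for aldh1l1, 0.38 and 1.24 for elovl1b, -0.26 and -0.94 for p4hb, 0.77 and 2.15 for tnfsf14, 0.00 and -0.59 for ssr1, -0.38 and -1.12 for serpina1, and 1.14 and 2.32 for lbp. Normexp and the deposited processed values remove the difference for shmt2 in C and tnfsf14 in D, and the slide block for shmt2; no other alternative set beforehand removes any of the 14. With normexp and the deposited values, 5 fold-changes of B against A differ in turn, and those that differ in C number 8 and 7 and in D 9 and 9. In D the other settings fixed beforehand gave 12, or 13 with the 75th percentile and with the slide block. In the main fit tlr8a and tm7sf2, dim on all controls, have only lower limits in D. The 10 of the main fit may therefore not compare with these. With E and F in place of C and D, chosen after the values were seen, none of the 14 differs and 1 other in C does, and with slide in the fit 0 of the 15 differ in C and 0 in D.

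The paper describes fads2 and elovl5 as higher in Groups B to D. Here both are higher than in every control on each array labelled B, C or D, and the adjusted p over all probes is below the limit in D alone.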

Other observations

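All tests in this part were chosen only after the values of S7 Table and of the deposited processed table had been set beside those of the arrays.

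With the labels as given, at most 19 of the 90 array fold-changes of S7 Table lay within 0.05-fold of those computed here, over 20 settings, and 19 with slide in the fit. Neither normalization nor slide differences bring more of them within reach. With the arrays labelled E and F in place of C and D and slide in the fit, 64 of 90 did. Of the 360 ways of giving 4 of the 6 sets of arrays to the 4 letters, this one ranked first, the next reached 41, the labels ranked 14 and the median was 3. The mean absolute log2 difference from S7 Table was 0.0522 with the exchange and 0.604 with the labels. A possible explanation is that the group letters differ between the paper and the labels, so that the arrays labelled E and F may be those the paper calls C and D. The array values cannot show which of the sources carries the intended letters, and the record of the feeding trial would. The numbers of DETs of B, C and D against A, 21, 5 and 16 under the exchange, still differ from the paper's for D.

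In the deposited processed table, 21 of 24 columns correlated best with the scanner output of the same sample. The other 3, replicates 2, 3 and 4 of Group F, correlated best with replicates 4, 2 and 3 (0.955, 0.944 and 0.970, against 0.717, 0.736 and 0.754 for their own). A possible explanation, to which these 3 columns fit, is that replicate numbers are exchanged within Group F in 1 of the sources. The membership of Group F is unchanged by it. If the processed values hold the exchange, only fits that use replicate numbers or slides with them could be altered. If the scanner output holds it, its fits by replicate number could be altered too. The 39 DETs of F against A with the replicate block come from such a fit. The replicate numbers given above for arrays of Group F, as in the split with 1585 DETs, would then change as well.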
